# Circulating miRNAs are associated with successful bone regeneration

**DOI:** 10.3389/fbioe.2025.1527493

**Published:** 2025-03-28

**Authors:** Julia K. Frank, Carina Kampleitner, Patrick Heimel, Gabriele Leinfellner, Dominik Hanetseder, Simon Sperger, Amelie Frischer, Barbara Schädl, Stefan Tangl, Claudia Lindner, Johanna Gamauf, Regina Grillari-Voglauer, Fergal J O’Brien, Marianne Pultar, Heinz Redl, Matthias Hackl, Johannes Grillari, Darja Marolt Presen

**Keywords:** gene-activated scaffold, osteogenesis, bone regeneration, extracellular vesicles, biomarkers, circulating microRNAs

## Abstract

**Introduction:**

Bone healing is a well-orchestrated process involving various bone cells and signaling pathways, where disruptions can result in delayed or incomplete healing. MicroRNAs (miRNAs) are small non-coding RNAs capable of influencing various cellular processes, including bone remodeling. Due to their biological relevance and stable presence in biofluids, miRNAs may serve as candidates for diagnosis and prognosis of delayed bone healing. The aim of the study was to investigate changes in miRNAs circulating in the blood during the healing of rat calvaria defects as biomarkers of successful bone regeneration.

**Methods:**

Standardized calvaria defects were created in 36 Wistar rats with a trephine drill and treated with collagen hydroxyapatite (CHA) scaffolds. The treatment groups included CHA scaffolds only, CHA scaffolds containing a plasmid coding for bone morphogenetic protein 2 (BMP2) and miR-590-5p, CHA scaffolds containing mesenchymal stromal cell-derived extracellular vesicles, and empty defects as a control group. After 1, 4 and 8 weeks of healing, the animals were evaluated by microcomputed tomography (microCT), as well as subjected to histological analyses. Blood was sampled from the tail vein prior to surgeries and after 1, 4, and 8 weeks of healing. miRNAs circulating in the plasma were determined using next-generation sequencing.

**Results:**

Variability of bone regeneration within the four groups was unexpectedly high and did not result in significant differences between the groups, as indicated by the microCT and histological analyses of the newly formed bone tissue. However, irrespective of the treatment group and regenerative activity, we identified miRNAs with distinct expression patterns of up- and downregulation at different time points. Furthermore, rats with high and low regenerative activity were characterized by distinct circulating miRNA profiles. miR-133-3p was identified as the top upregulated miRNA and miR-375-3p was identified as the top downregulated miRNA in animals exhibiting strong regeneration over all time points evaluated.

**Conclusion:**

Our study indicates that regardless of the treatment group, success or lack of bone regeneration is associated with a distinct expression pattern of circulating microRNAs. Further research is needed to determine whether their levels in the blood can be used as predictive factors of successful bone regeneration.

## 1 Introduction

Bone has an intrinsic capacity for regeneration as part of the repair process in response to a trauma, as well as during skeletal development and remodeling in adult life (Einhorn, 1998; Dimitriou et al., 2011). However, disruptions in regenerative processes can result in delayed or incomplete healing. Studies identifying biomarkers to monitor bone defect regeneration are still scarce (Hollinger and Leong, 1996; Agrawal and Ray, 2001; Ho-Shui-Ling et al., 2018; Nambiar et al., 2022). Therefore, specifically minimally-invasive surrogate markers of bone healing are of high interest to support the stratification of fracture healing into early, delayed, or failed healing, with high-risk of non-unions (Ueda et al., 2003; Tabata, 2009; Cunniffe et al., 2010; Komatsu et al., 2016; Levingstone et al., 2016) MicroRNAs (miRNAs) have evolved as important regulators of multiple biological pathways. Due to their small size, active or passive release, and association with protein complexes, miRNAs are relatively resistant to extracellular degradation and can be isolated from different liquid biopsies, including blood. miRNAs circulating in the blood are considered very promising for diagnosis and prognosis of diseases and have already been proposed as biomarkers in various contexts of bone pathologies including osteoporosis, delayed bone healing (Hackl et al., 2016; Wang et al., 2018), and rare bone diseases (Gao et al., 2022).

But to our knowledge, few or no studies have demonstrated their potential to evaluate or even predict the success of bone regenerative strategies.

In the current study, we aimed to compare side by side two different strategies of augmenting collagen-hydroxyapatite (CHA) scaffolds to enhance bone regeneration (Raftery et al., 2015; Raftery et al., 2018), and at the same time evaluate profiles of miRNA circulating in the blood at different timepoints of healing. In the first approach, plasmid DNA (pDNA) was used in combination with CHA scaffolds to enhance bone regeneration (Lyons et al., 2010; Tierney et al., 2012; Murphy et al., 2014). It was previously shown that CHA scaffolds loaded with bone morphogenetic protein 2 (BMP2) plasmid, optimized for therapeutic protein expression, enhanced the regeneration of rat calvaria defects (Hacobian et al., 2016; Raftery et al., 2018; Brenner et al., 2021). Similarly, Mencía Castaño et al. (2016) have previously demonstrated that CHA scaffolds incorporating nano-hydroxyapatite complexes as non-viral delivery vehicles for therapeutic antagomiR-133a effectively augmented osteogenesis mediated by human mesenchymal stem cells. Here, we evaluated the pDNA containing expression cassettes for BMP2 and microRNA 590-5p, found in our previous study to enhance osteogenic differentiation (Brenner et al., 2021). In the second approach, we loaded CHA scaffolds with extracellular vesicles (EVs) derived from mesenchymal stromal cells (MSCs) (Gantenbein et al., 2020; O’Brien et al., 2020), as prior studies showed that MSC-derived EVs can enhance bone regeneration in a rat model of nonunion bone regeneration (Qin et al., 2016; Zhang et al., 2016; Zhang et al., 2020).

## 2 Material and Methods

### 2.1 Study protocol

The study protocol was approved by the local Committee for Animal Experiments of the City Government of Vienna (MA58-821/18). A total of 36, 12 weeks old male Sprague- Dawley rats (Janvier Labs, Le Genest-Saint-Isle, France) with a body weight of 430–500 g at the time of surgery were used for four treatment groups as described in the following sections. The animals were treated according to the guidelines for animal care with free access to water and a standard diet.

### 2.2 Scaffold fabrication and loading with extracellular vesicles and therapeutic plasmid DNA

CHA scaffolds were manufactured by a freeze-drying process as reported previously (O’Brien et al., 2007) and cross linked dehydrothermally (DHT) at 105 °C for 24 h at 0.05 bar in a vacuum oven (Vacucell 22; MMM, Germany), followed by chemical cross-linking using a mixture of 6 mM N-(3-Dimethylaminopropyl)-N′-ethyl carbodiimide hydrochloride (EDC) and 5.5 mM NHydroxysuccinimide (NHS). Scaffolds were cut into disks with a diameter of 8 mm and a height of 1.5 mm to fit the defect size and reflect the thickness of native calvaria bone.

EVs produced from hTERT-immortalized Wharton’s jelly-derived mesenchymal stromal cells (WJ-MSC/TERT273) using a hollow fiber bioreactor (Fibercell Systems Inc., New Market, United States) and enriched using tangential flow filtration were loaded on each CHA scaffold as described in the following section.

Gene activated scaffolds were produced using the hybrid BMP2 and miR-590-5p plasmid described previously by Brenner et al. (2021). BMP-2 release and efficacy were extensively characterized by Hacobian et al. (2016) *in vitro* (2D) and by Raftery et al. (2015), Raftery et al. (2018) *in vitro* and *in vivo* (3D).

pDNA was complexed with 3Dfect (OZbiosciences, San Diego, United States) according to the manufacturer’s protocol. To reduce animal stress and ensure comparability with pDNA treatments, a one-time treatment approach was used. Study of Brancolini et al. (Brancolini et al., 2024) supports the functionality of WJ-EVs in anti-inflammatory, anti-fibrotic, and wound healing contexts.

### 2.3 Calvaria defect model

Rats received pre-surgical analgesia by oral (p.o.) administration of meloxicam (1 mg/kg, Boehringer Ingelheim Vetmedica GmbH, Ingelheim, Germany). Thereafter, rats were subjected to 4%–6% sevoflurane (Sevoflurane, Baxter, Vienna, Austria) to induce general anesthesia, followed by an intraperitoneal injection of 60 mg/kg ketamine hydrochloride (Ketamidor, Richter Pharma, Wels, Austria) and 0.5 mg/kg medetomidine (Domitor, Orion Corporation, Espoo, Finland). Following anesthesia, the skin of the head was shaved and cleaned using 70% ethanol and povidone iodine solution before the animal was placed on a heated aseptic platform. After a midsagittal incision over the calvarium, the periosteum was completely removed. In each animal, one central circular defect was created using a trephine drill with a diameter of 8 mm (Stoma, Emmingen-Liptingen, Germany) under constant irrigation and with special care to preserve the underlying dura mater. The animals were randomly assigned to four treatment groups: (a) empty defect (E); (b) non-augmented CHA scaffolds (S); (c) CHA scaffolds containing 2 µg plasmid encoding for bone morphogenetic protein 2 (BMP2) and miR-590-5p (gene activated scaffold) (GS); (d) CHA scaffolds loaded with 25 µL in of EVs at a concentration of 2 × 10^11^ particles per ml PBS (EV). Scaffolds were placed into the defects, whereas untreated, empty defects served as a control. Wounds were closed with resorbable sutures (Vicryl 5–0; Ethicon GmbH, Norderstedt, Germany) and 0.5 mg/kg atipamezole (Antisedan, Orion Corporation) was injected subcutaneously (s.c.) to reverse the sedative effect of medetomidine. For pain relief, buprenorphine (0.05 mg/kg, s. c., dosage interval: 8 h; Richter Pharma AG) and meloxicam (1 mg/kg, p. o., once daily; Boehringer Ingelheim Vetmedica GmbH) were administered for 72 h. To avoid an infection at the surgical site, enrofloxacin (10 mg/kg, s. c.; Bayer, Leverkusen, Germany) was injected once daily for 96 h. The animals were sacrificed after 8 weeks of healing by an intracardial overdose of thiopental (Sandoz GmbH, Vienna, Austria), and tissues were harvested and fixed in 4% neutral-buffered formalin.

### 2.4 Blood collection

Blood was sampled from the tail vein prior to surgery (week 0), 1, 4, and 8 weeks after surgery. The animals were subjected to inhalation anesthesia using 3%–6% sevoflurane in oxygen and the blood was sampled into K2-EDTA Eppendorf tubes from the tail vein. Samples were then centrifuged at 2500 g for 15 min at 20°C and the plasma was separated and stored at −80°C. On completion of the study, the 6 best and 6 worst healing rats were chosen according to the microcomputed tomography (microCT) measurement values of bone volume (marked in Supplementary Figure S1), and the plasma samples for each of the four timepoints (week 0, 1, 4, 8) were collected.

### 2.5 Microcomputed tomography analysis

*In vivo* microCT scans were performed at 1, 4 and 8 weeks after surgery (at the same time as the blood sampling) under general anesthesia as described in the previous section using a SCANCO vivaCT 75 device (SCANCO Medical AG, Brüttisellen, Switzerland) with 70 kVp, 116 μA, performing 720 projections/180° with an exposure time of 225 ms. Scans were reconstructed to an isotropic resolution of 50 µm. Week 1 was thresholded differently to capture calcification of early bone for bone volume.

To confirm the *in vivo* microCT findings, *ex vivo* microCT scans were performed only at 8 weeks after euthanasia in a SCANCO µCT 50 device (SCANCO Medical AG, Brüttisellen, Switzerland) with 90 kVp, 200 μA, performing 850 projections/180° with an integration time of 250 ms and hardware binning 2. Scans were reconstructed to an isotropic resolution of 20.7 µm.

MicroCT measurements were performed on the *in vivo* CT scans using Fiji software (Schindelin et al., 2012). Scans were rotated, so that the defect was aligned to the XY plane. A circle selection with a diameter of 8 mm was centered on the defect defining the region of interest (ROI). Bone volume (BV) was measured in the ROI with a threshold of 200 mgHA/cm^3^ (at week 1) and 400 mgHA/cm^3^ (at week 4 and 8). A maximum intensity projection was created of the segmented defect and the relative area of bone in the projection was measured as the percent coverage of the defect. The thickness of the bone structures was calculated using the Local Thickness Fiji software (Schindelin et al., 2012).

### 2.6 Histological analysis

Twelve fixed tissue samples were selected from the four treatment groups reflecting strong (n = 6) and weak (n = 6) calvarial bone regeneration according to microCT measurements and dehydrated in ascending grades of ethanol and embedded in light-curing resin (Technovit 7200 VLC +1% benzoyl peroxide, Kulzer and Co., Wehrheim, Germany). Blocks were further processed using the EXAKT cutting and grinding equipment (Exakt Apparatebau, Norderstedt, Germany). Uncalcified thin-ground sections were prepared perpendicular to the sagittal suture through the center of the defect and were stained with Levai-Laczko dye for descriptive histology. In this staining, newly formed bone appears dark pink, mature lamellar bone light pink, osteoid unstained and soft tissue blue. The sections were scanned using an Olympus BX61VS digital virtual microscopy system (DotSlide 2.4, Olympus, Japan, Tokyo) with a ×20 objective resulting in a resolution of 0.32 μm per pixel.

### 2.7 Circulating microRNA analysis

#### 2.7.1 Total RNA extraction

For total RNA extraction we standardized the input volume to 80 µL plasma, which were initially added to 120 µL nuclease-free water (NFW) to achieve a total input volume of 200 µL for RNA extraction. This was performed using the miRNeasy mini kit (Qiagen, Germany), by homogenizing the sample with 1 mL of Qiazol to which 1 µL of miRCURY spike-in mix (Qiagen, Germany) was added to monitor RNA extraction efficiency. Chloroform extraction, precipitation, washing and elution in 30 µL NFW was performed as described previously (Kocijan et al., 2020).

#### 2.7.2 Small RNA-sequencing

Small RNA-sequencing was performed using the miND^®^ workflow as described previously (Khamina et al., 2022). Briefly, 8.5 µL of total RNA were mixed with 1 µL miND^®^ spike-ins and used as input for library preparation using a single-adapter ligation protocol (Barberán-Soler et al., 2018) based on the RealSeq Biofluids kit (RealSeq Biosciences, US). Following adapter ligation, circularization, and reverse transcription, libraries were amplified by PCR (21 cycles) introducing a unique index primer sequence with each library. Library concentration and size were controlled using capillary electrophoresis (Agilent Bioanalyzer DNA 1000) and equimolar amounts based on the miRNA library concentration at 144 bp were pooled. The final pool was size purified to remove adapters and primers using the BluePippin 3% Agarose Cassettes (SageScience, US). The resulting library was sequenced on an Illumina NovaSeq 6000 SP1 (100 cycles, single-end) flow cell. Raw data were demultiplexed on the instrument and subject to further data analysis using the miND^®^ pipeline (Diendorfer et al., 2022).

#### 2.7.3 Small RNA-sequencing data analysis

Overall quality of the next-generation sequencing data was evaluated automatically and manually with fastQC v0.11.9 (Andrews, 2010) and multiQC v1.10 (Ewels et al., 2016). Further data analysis was performed using the miND^®^ pipeline (Diendorfer et al., 2022): reads from all passing samples were adapter trimmed and quality filtered using cutadapt v3.3 (Martin, 2011) and filtered for a minimum length of 17 nt. Mapping steps were performed with bowtie v1.3.0 (Langmead et al., 2009) and miRDeep2 v2.0.1.2 (Friedländer et al., 2012), whereas reads were mapped first against the genomic reference Rnor.6.0 provided by Ensembl (Zerbino et al., 2018) allowing for two mismatches and subsequently miRBase v22.1 (Griffiths-Jones, 2004), filtered for miRNAs of rno only, allowing for one mismatch. For a general RNA composition overview, non-miRNA mapped reads were mapped against RNAcentral (Sweeney et al., 2019) and then assigned to various RNA species of interest. Statistical analysis of preprocessed NGS data was done with R v4.0 and the packages pheatmap v1.0.12, pcaMethods v1.82 and genefilter v1.72. Differential expression analysis with edgeR v3.32 (Robinson et al., 2010) used the quasi-likelihood negative binomial generalized log-linear model functions provided by the package. The independent filtering method of DESeq2 (Love et al., 2014) was adapted for use with edgeR to remove low abundant miRNAs and thus optimize the false discovery rate (FDR) correction. Results were considered as significant at FDR <0.05. Small RNA-sequencing raw data have been deposited at the NCBI Gene Expression Omnibus (GEO) archive under the accession ID GSE279239.

### 2.8 Statistical analysis of imaging parameters

For this study, a total of 36 rats were divided into four treatment groups which were originally of equal sample size (n = 9). However, 6 animals had to be excluded from the study due to severe problems during or shortly after the surgical procedure (n = 5) or an incomplete *in vivo* microCT scan (n = 1) resulting in the following allocation: empty defect (n = 7), CHA scaffold (S; n = 8), CHA gene-activated scaffold (GS; n = 7), CHA extracellular vesicle scaffold (EV; n = 8).

Data representation and statistical analysis of the measured microCT parameters were performed using Prism 10.0 (GraphPad Software, Boston, United States). Data are shown as a combination of box plots with median and range and individual values. Normal data distribution was evaluated, and statistical differences between treatment groups were determined using a nonparametric Kruskal–Wallis test with Dunn’s *post hoc* test for multiple comparison. Differences were considered statistically significant when p < 0.05. Histological analyses are presented in a descriptive manner.

### 2.9 Target prediction analysis

Target prediction for individually selected miRNAs was performed using the tool miRNAtap v1.40.0 (Maciej Pajak, 2017) allowing to combine the results from 5 most commonly cited prediction algorithms: DIANA (Maragkakis et al., 2009), Miranda (Enright et al., 2003), PicTar (Lall et al., 2006), TargetScan (Friedman et al., 2009), and miRDB (Wong and Wang, 2015). Predictions were filtered to include only those identified in at least three databases. Gene ontology (GO) enrichment analysis was performed for individual gene targets as well as for the combined prediction results. Hyper-geometric testing, using all human genes as reference dataset, was used to derive enriched biological processes. GO enrichment analysis was conducted using the R packages org. Hs.e.g.,.db v3.20.0 and topGO v2.58.0 (Adrian Alexa, 2017). Results are visualized using ggplot2 v3.5.1 and chorddiag v0.1.3.

## 3 Results

### 3.1 Microcomputed tomography and histological analyses identify animals exhibiting strong and weak regeneration responses regardless of the treatment modality

Calvaria defect healing was evaluated in a total of 30 rats after 1, 4 and 8 weeks of healing using *in vivo* microCT imaging (Supplementary Figure S1). The treatment groups included non-augmented CHA scaffolds (group S), CHA scaffolds loaded with plasmid encoding for BMP2 and miR-590-5p (group GS) and scaffolds loaded with Wharton’s jelly MSC-EVs (group EV), as well as empty defects for control (group E).

New bone formation initiated in the periphery of the calvaria defect and progressed towards the central part without fully closing the defect area within the observation period (Supplementary Figure S1). Additionally, in some animals, a formation of detached bony islands was observed in the middle of the defect. Quantitative analysis revealed minimal new bone formation (BV) and a defect coverage of less than 20% one-week post-surgery (Figures 1A,B). The strongest increase in both parameters occurred between the first and fourth week after surgery in all treatment groups, followed by a slower increase between weeks 4 and 8. No fully closed defects were observed after 8 weeks. A comparable trend was observed for the calvaria thickness (Figure 1C). Inter-group comparison demonstrated statistical significance only at week 4 for bone volume (S vs. GS; p < 0.01) and coverage (E vs. GS, S vs. GS; p < 0.01), surprisingly indicating that in this model Wharton’s jelly MSC-EVs did not improve bone regeneration over scaffold only, while addition of the non-viral gene transfer strategy seemed to decelerate calvaria bone regeneration at least in the initial 4 weeks. By the final time point (week 8), the median values of bone volume (BV), coverage and calvaria thickness nearly converged for all groups. However, considerable intra-group variability identified animals with strong and weak regeneration within each treatment group. Based on these observed differences, 6 animals exhibiting strong (“good”) regeneration and 6 animals exhibiting weak (“bad”) regeneration were selected (blue and yellow marked animals in Figure 1A, week 8; Supplementary Figure S1, S2) and further assessed histologically and for variations in circulating miRNAs as potential biomarkers for regeneration.

**FIGURE 1:**
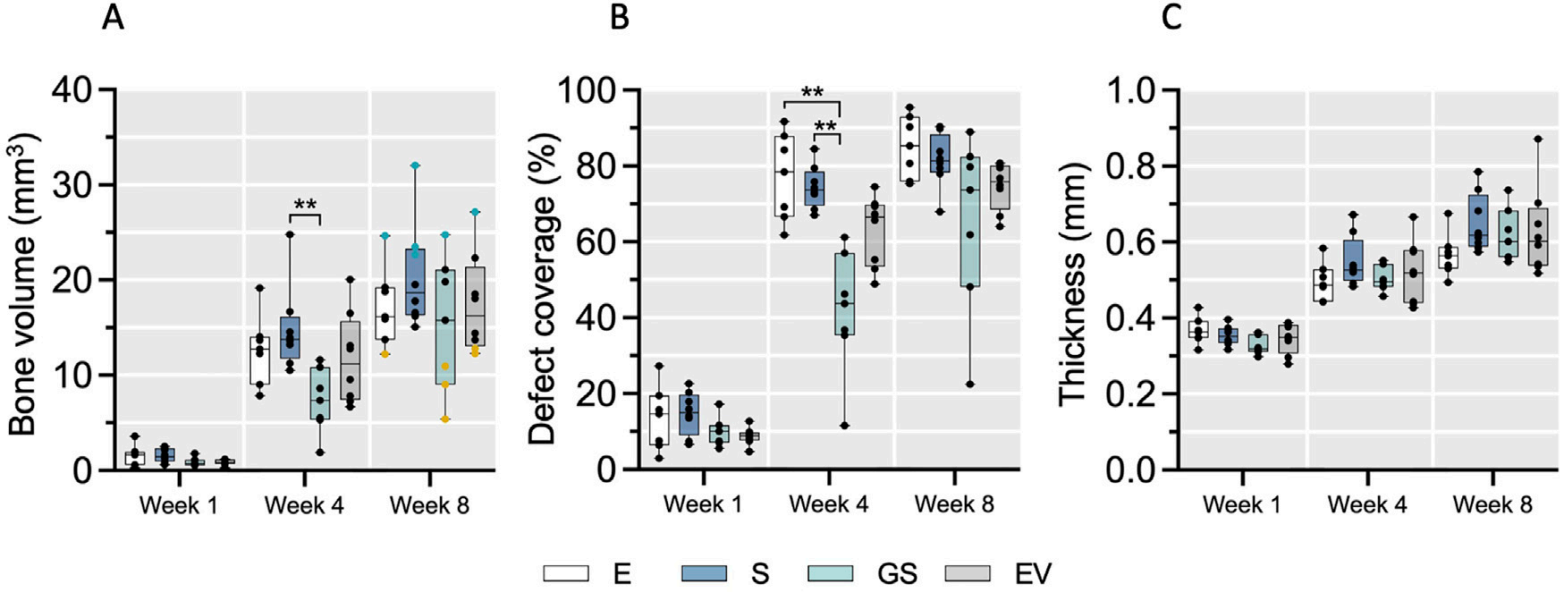
The course of bone defect regeneration. Bone volume **(A)**, bone defect coverage **(B)** and new bone thickness **(C)** were evaluated in the four treatment groups over 8 weeks of healing using microCT. Data are shown as a combination of box plots with median and range and individual values. Statistical differences between treatment groups were determined using a Kruskal–Wallis test with Dunn’s *post hoc* test for multiple comparison, with ** (*p* < 0.01) denoting significant differences. Yellow data points indicate weak regenerators, while turquoise data points indicate strong regenerators. E: empty defect; S: non-augmented CHA scaffold; GS: CHA scaffolds loaded with plasmid encoding for BMP2 and miR-590-5p; EV: CHA scaffold loaded with EVs.

To evaluate morphological differences between strong (n = 6) and weak (n = 6) bone regeneration, undecalcified coronal thin-ground sections were prepared through the center of the defect. Histologically, new bone formation in strong regenerators (E, n = 1; S, n = 3; GS, n = 1; EV, n = 1) appeared mainly completed with only minor active zones of ongoing osteosynthesis at week 8 (Figure 2; Supplementary Figure S3). These active zones were predominantly found near the defect borders and marked by the presence of osteoblast seams and yet uncalcified osteoid tissue. In all groups including the empty control (E), newly formed bone consisted of a core of woven bone covered with superficial layers of parallel-fibered bone facing inferiorly the dura mater and superiorly the skin. Defects initially treated with non-augmented CHA scaffolds (S) or augmented CHA scaffolds (GS or EV) additionally showed scaffold fibers integrated into the immature woven bone, indicating *de novo* bone formation within the scaffold compartment, which seemed to be subsequently remodeled and replaced by parallel-fibered bone tissue. However, the degree of residual CHA fibers within the bone or as stand-alone fibers colonized by cells in the connective tissue varied considerably among the selected specimens. Two specimens from six chosen strong regenerators showed no evidence of remaining scaffold material 8 weeks post-surgery. The morphological appearance of newly formed bone in CHA treatment groups (S, GS, EV) revealed variations in the ratio between woven and parallel-fibred bone, suggesting different stages within the regenerative process. Unlike the empty control (E), the superficial bone surfaces within these groups displayed irregular patterns rather than a continuous and uninterrupted appearance, indicating resorption as part of the remodeling process.

**FIGURE 2:**
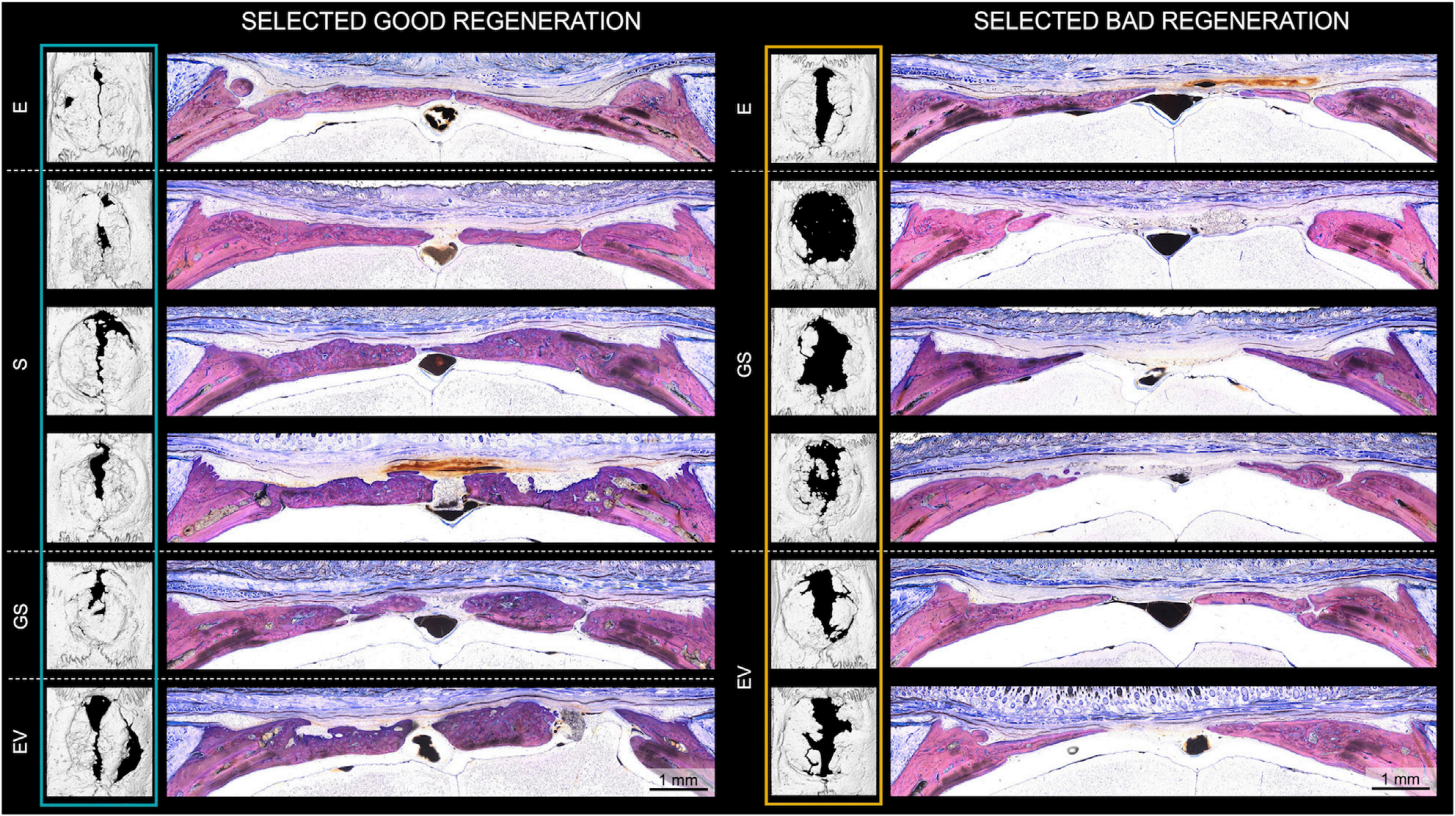
Histological evaluation of bone regeneration in animals exhibiting strong (“good”) and weak (“bad”) regeneration according to microCT analysis. Histological analysis of all 6 selected strong (E, n = 1; S, n = 3; GS, n = 1; EV, n = 1) and weak (E, n = 1; GS, n = 3; EV, n = 2) regenerators after 8 weeks of healing. Undecalcified coronal thin-ground sections were prepared through the center of the defect and stained with Levai-Laczko dye. E: empty defect; S: non-augmented CHA scaffold; GS: CHA scaffolds loaded with plasmid encoding for BMP2 and miR-590-5p; EV: CHA scaffold loaded with EVs.

Weak regenerators (E, n = 1; GS, n = 3; EV, n = 2) (Figure 2 right; Supplementary Figure S3) revealed a similar trend, albeit with decreased bone formation, leaving a broader vascularized area of fibrous soft tissue bridging the remaining defect gap. In comparison to the strong regenerators, weak regenerators treated with CHA groups presented a reduced proportion of integrated fibers in the newly formed bone. Moreover, only minimal amounts of fibers were identified in the soft tissue.

### 3.2 MiRNAs circulating in blood exhibit distinct profiles of up- and downregulation during 8 weeks of bone regeneration

To identify profiles of miRNAs circulating in the blood associated with bone regeneration, next-generation sequencing was conducted. 

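Plasma of 12 rats, the 6 strong and the 6 weak regenerators, was sequenced before surgery (baseline, week 0) and at weeks 1, 4 and 8, which gave 48 samples with 6 rats per group and time point. The paper states a plasma input of 80 µL that was brought to 200 µL with water, while the sample labels give 200 µL of plasma. Small RNA libraries were prepared by single-adapter ligation, and the authors trimmed adapters, removed short reads and assigned the reads to the rat genome and then to the rat miRNAs of miRBase. The authors deposited raw read counts, without normalization, for 645 mature miRNAs and 3 spike-ins. The labels list the regeneration group of the baseline samples as unknown, so these samples were assigned by animal. At baseline, the total miRNA count per sample ranged from 482189 to 1360663 (median 690948) in strong and from 754637 to 1275036 (median 1068590) in weak regenerators. At week 1, it ranged from 516138 to 1586398 (median 881232) in strong and from 421685 to 1387379 (median 753290) in weak regenerators. At week 4, it ranged from 527088 to 1355489 (median 964583) and from 489502 to 1514610 (median 997378), and at week 8 from 433308 to 990333 (median 663462) and from 393259 to 708614 (median 598445), in strong and weak regenerators, respectively. A count was found in every sample for 300 miRNAs, and 310 miRNAs had a mean of at least 10 RPM, the paper's unit of reads relative to the total of miRNA reads. The most abundant miRNAs were miR-451-5p with 10.9%, miR-16-5p with 10.0% and miR-486 with 8.36% of the miRNA reads. Differential expression was tested on all 48 samples with the method the paper names, edgeR's quasi-likelihood test, here after TMM normalization, with Benjamini-Hochberg adjustment (FDR) after an independent filter on mean abundance. All tests were two-sided, and miRNAs with an FDR under 0.05 were called.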

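The spike-in mix was added to the lysate of each sample, and its reads were counted beside those of the miRNAs. UniSp2 had between 12674 and 137082 reads per sample, UniSp4 between 144 and 1460 and UniSp5 between 0 and 31. The 3 spike-ins took 3.33% ± 0.529 of all counts at baseline, 3.86% ± 0.903 at week 1, 4.05% ± 0.907 at week 4 and 11.0% ± 1.50 at week 8 (SD, n = 12 at each time point). Relative to the miRNAs, UniSp2 gave 91.1 to 144 reads per 1000 miRNA reads in the week 8 samples and 23.3 to 60.4 in the samples of the other time points. All 12 week 8 samples lay above the 36 others (permutation test with 100000 permutations of the time points within rats, p = 1e-05, the smallest that these permutations can give, adjusted p = 3e-05 over 3 measures). The ratio of UniSp2 to UniSp4 reads, which compares spike-ins of 1 mix, had a median of 79.8 at week 8 and of 103 at the other time points (same permutation test, p = 4e-05, adjusted p = 6e-05), and 7 of the 12 week 8 samples lay below all others. The total miRNA count had a median of 609384 at week 8 and of 943250 at the other time points (same permutation test, p = 0.0381). The miND spike-ins were not analysed here.

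**Figure D1:**
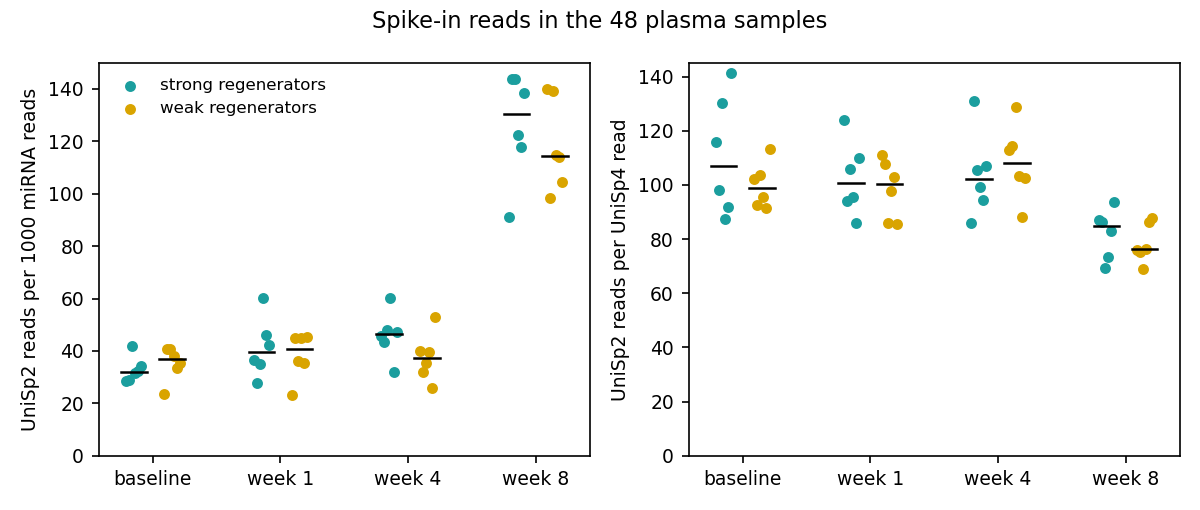
Spike-in reads in the 48 plasma samples, as UniSp2 reads per 1000 miRNA reads (left) and as UniSp2 reads per UniSp4 read (right), by time point, with 1 point per rat and the median of 6 rats as a line. On the left, the week 8 samples lie between 91.1 and 144, above all other samples.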

First, the sequencing runs’ quality was verified based on the consistent detection of spike-in controls (Supplementary Figure S4). The number of miRNAs detected and identified in total as well as the number of miRNAs with read counts above 10 was comparable between the samples (Supplementary Figure S5, data are publicly available at the NCBI GEO archive under the accession ID GSE279239). 

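A miRNA was taken as detected in a sample with at least 1 read. Between 391 and 501 miRNAs were detected per sample, with a median of 454, and between 228 and 349 had more than 10 reads, with a median of 282.5. The mean number detected was 468 ± 17.0 at baseline, 457 ± 26.5 at week 1, 462 ± 16.8 at week 4 and 424 ± 19.0 at week 8 (SD, n = 12; permutation of time points within rats, p = 4e-05, adjusted p = 8e-05 over 4 tests). The mean number with more than 10 reads was 300.1 ± 21.9, 286 ± 29.04, 295 ± 20.5 and 266 ± 17.5, in the same order (SD, n = 12; permutation test, p = 0.00309, adjusted p = 0.00412). Strong and weak regenerators did not differ in the number detected (mean 452 and 453; exact permutation test over the 12 rats, p = 0.905) or in the number with more than 10 reads (287 and 286; exact permutation test, p = 0.981). With the counts of every sample thinned at random to the smallest total of 393259, the mean number with more than 10 reads became 249 at baseline, 241 at week 1, 241 at week 4 and 242 at week 8 (permutation test, p = 0.0140), and the number detected 428, 416, 417 and 399.9 (permutation test, p = 1e-05, the smallest these permutations can give).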

To visualize the complexity of miRNA expression during bone healing, unsupervised hierarchical clustering analysis of miRNA expression in all samples was conducted (Figure 3). 

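The clustering was repeated on log2(RPM + 1) of the miRNAs of Supplementary Data File 2, each scaled to unit variance, with correlation distance and average linkage. The clade that matched week 8 best held 11 samples, and 11 of the 12 week 8 samples were in it. The clade that matched baseline best held 18 samples, 10 of them from baseline. The best clade for week 1 held 5 samples, 4 of them from week 1, and the best for week 4 held 30 samples, 11 of them from week 4. The best clade for strong regenerators held 15 samples of these among 30. The nearest neighbour of a sample came from the same time point in 75.0% of the 48 samples, against 24.5% in the mean of permutations (100000 permutations of the time points within rats, p = 1e-05, the smallest these can give). By time point, this held for 11 of 12 samples at baseline, 3 at week 1, 10 at week 4 and 12 at week 8. With the samples of the same rat left out, the nearest neighbour came from the same regeneration group in 54.2% of the samples, against 45.5% by chance (exact permutation test over the 12 rats, p = 0.190). Of the alternatives, the use of every miRNA with a mean RPM of at least 1 moved the share of neighbours from the same time point most, to 66.7%, and Ward linkage of Euclidean distances placed all 12 week 8 samples in a clade of 12.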

No distinct clustering of samples according to the observed regenerative capacity or time point was observed, albeit samples at week 8 mainly grouped together in one clade.

**FIGURE 3:**
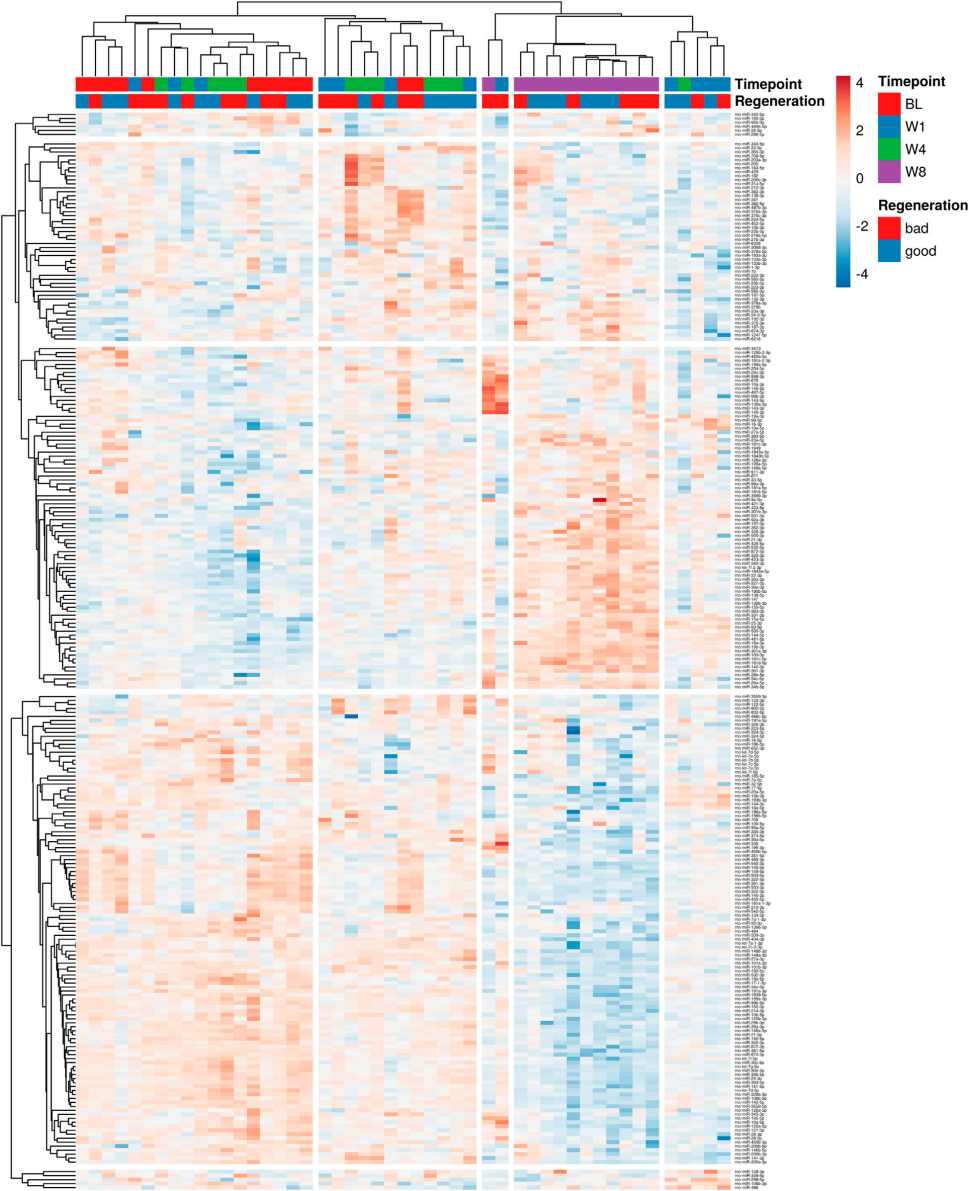
Unsupervised hierarchical clustering analysis of miRNA expression in all samples. Variations across different time points, regeneration stages and individual animals are shown. Different shades of blue denote lower levels of individual miRNA expression, while yellow to red shades indicate higher expression levels. Data used for the generation of heatmap are provided in Supplementary Data File 2.

Next, supervised statistical tests were applied to identify individual circulating miRNAs that changed in animals irrespective of the treatment group at week 1, 4, and 8 compared to the baseline. 

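Each week was compared with baseline over the 12 rats, strong and weak regenerators together. The independent filter left 232 miRNAs, those with a mean above 36.9 RPM, for the test at week 1, all 645 at week 4 and 620 at week 8. The median log2 fold change of the 310 miRNAs with a mean RPM of at least 10 was -0.04 at week 1, 0.07 at week 4 and -0.12 at week 8. With counts scaled to the library size alone, these medians were -0.12, -0.02 and -0.18. The 3 comparisons share the same baseline samples. Across these 310 miRNAs, which are not independent replicates, the log2 fold changes of weeks 1 and 4 correlated with r = 0.68, those of weeks 1 and 8 with r = 0.67 and those of weeks 4 and 8 with r = 0.46. In 20 simulations of unchanged weeks against the same baseline samples, the median correlations were 0.47, 0.46 and 0.50. The log2 fold change had the same sign at all 3 weeks in 53.5% of the miRNAs, against a median of 49.5% in the simulations.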

Several significantly regulated miRNAs were identified with over 2-fold changed expression level (FDR <0.05) at each of the timepoints (Figures 4A–C). 

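With an FDR under 0.05 and a change of more than 2-fold, 2 miRNAs were higher and 6 lower at week 1, 1 was higher and 14 were lower at week 4, and 30 were higher and 106 lower at week 8. Individual miRNAs are named here when their mean RPM was at least 10 and at least 10 of the 12 rats changed in the same direction. Among these, the largest decreases at week 1 were those of miR-351-3p, miR-503-3p and miR-322-3p, with log2 fold changes of -1.33 (standard error 0.18), -1.30 (0.17) and -1.18 (0.15), each with FDR = 3.8e-08 and lower in 12 of 12 rats. The same 3 miRNAs fell most at week 4, with log2 fold changes of -1.59, -1.48 and -1.36 (FDR = 1.2e-09, 2.2e-09 and 1.2e-09). At week 8, the largest decreases were those of miR-322-3p at -2.88 (standard error 0.16, FDR = 2.6e-21), miR-199a-3p at -2.83 (0.33, FDR = 4.0e-10) and miR-351-3p at -2.56 (0.19, FDR = 9.9e-17), again in 12 of 12 rats. The largest increases at week 1 were those of miR-19a-5p at 0.60 (standard error 0.18, FDR = 0.0175), miR-16-3p at 0.57 (0.18, FDR = 0.0277) and miR-301a-3p at 0.56 (0.15, FDR = 0.00759), higher in 10, 10 and 12 rats. No increase met these criteria at week 4. The largest at week 8 were those of miR-34b-5p at 1.79 (standard error 0.27, FDR = 1.9e-07), miR-181c-5p at 1.66 (0.19, FDR = 1.6e-10) and miR-92a-1-5p at 1.37 (0.39, FDR = 0.00309), higher in 12, 12 and 10 rats. The last of these was rare, with a mean of 11.3 RPM. All 12 week 8 samples also lay apart from the others in their UniSp2 reads. A batch shared by these samples would move all 12 rats alike, so the counts of rats cannot tell it from a change over time. This limit holds for every comparison of week 8 with baseline.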

Interestingly, the number of miRNAs significantly different to baseline was the highest after 8 weeks. Furthermore, several miRNAs were identified that were significantly different to baseline at all three timepoints (19 downregulated and 3 upregulated), while others were regulated only at specific time points versus base line (Figures 4D,E, Supplementary Data File 1). 

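Of the miRNAs tested, 50 were called at week 1 (29 higher and 21 lower than at baseline), 27 at week 4 (1 higher and 26 lower) and 250 at week 8 (88 higher and 162 lower). An unadjusted p under 0.05 was found for 125, 115 and 291 miRNAs. Week 8 had the most calls in each of the 13 alternative analyses of these counts. The requirement of a change of more than 2-fold lowered the counts most, to 8, 15 and 136. Scaling to the UniSp2 reads in place of TMM, an alternative chosen after seeing the data, gave 62, 63 and 499 calls, of which 3, 0 and 1 were higher, and moved the median log2 fold change of the abundant miRNAs to -0.32, -0.29 and -2.01. Both arms were abundant, with a mean RPM of at least 10, for 76 miRNA hairpins, and the change of the 5p arm was set against that of the 3p arm. Across hairpins, which are not independent replicates, Pearson's r between the arms was 0.79 at week 1 and 0.92 at week 4 (Spearman's rho 0.67 and 0.82; each permutation p = 1e-05, the smallest that 100000 permutations can give). At week 8, r was 0.25 (permutation p = 0.0327, adjusted p = 0.0392 over 6 tests) and rho 0.18 (permutation p = 0.110). Over the 69 hairpins outside the miR-322 cluster and the cartilage list, r was 0.68 at week 1, 0.84 at week 4 (each permutation p = 1e-05, the smallest) and -0.0018 at week 8 (permutation p = 0.988, adjusted p = 0.988), so the correlation at week 8 rests on the hairpins of these lists. Both arms were called in the same direction for 8, 7 and 19 hairpins at weeks 1, 4 and 8 and in opposite directions for 0, 0 and 15. The median difference between arms, without its sign, was 0.26, 0.11 and 0.86 on the log2 scale at weeks 1, 4 and 8.

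**Figure D2:**
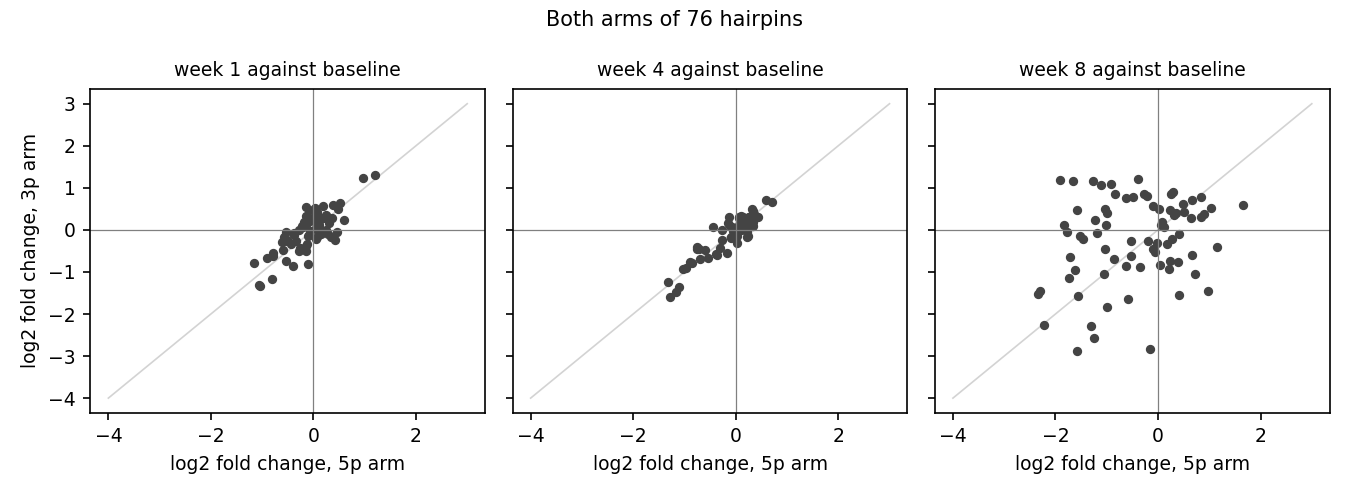
Log2 fold change against baseline of the 5p arm (x axis) and the 3p arm (y axis) of 76 hairpins at weeks 1, 4 and 8, with 1 point per hairpin and equal change as a line. The points follow the line at week 4 (r = 0.92) and scatter around it at week 8 (r = 0.25).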

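Called in the same direction at all 3 weeks were 16 miRNAs, all lower than at baseline, and 0 were higher. They were miR-125b-2-3p, miR-140-3p, miR-140-5p, miR-149-5p, miR-152-3p, miR-181a-1-3p, miR-322-3p, miR-322-5p, miR-351-3p, miR-351-5p, miR-455-3p, miR-455-5p, miR-503-3p, miR-503-5p, miR-542-3p and miR-542-5p. In 20 simulations of unchanged weeks against the shared baseline samples, the median number was 0. Of the other lower miRNAs, 9 were called at weeks 4 and 8, 4 at weeks 1 and 8 and 1 at weeks 1 and 4, none were lower at week 1 or week 4 alone, and the rest were lower at week 8 alone. Of the higher miRNAs, 7 were higher at week 1 alone, 1 at week 4 alone, 66 at week 8 alone and 22 at weeks 1 and 8. Of these 7, 3 were lower at week 8: miR-122-5p, miR-144-3p and miR-15b-3p, the last named after its values were seen. With DESeq2 in place of edgeR, 19 miRNAs were lower and 2 higher at all 3 weeks. With the rat as a block, 18 miRNAs were lower at all 3 weeks, 15 of them among these 16; miR-181a-1-3p (FDR = 0.0662) and miR-122-5p (FDR = 0.0553) were not called at week 1. The number at all 3 weeks fell most, to 6, when a change of more than 2-fold was required.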

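The 22 miRNAs that the paper counts as changed at all 3 timepoints in Figures 4D,E, 19 lower and 3 higher, were looked up in the 3 comparisons. The log2 fold change of each of the 22 had the paper's direction at weeks 1, 4 and 8. Of the 19 lower miRNAs, 17 were called at week 1, 18 at week 4 and 19 at week 8, with median log2 fold changes of -0.80, -0.98 and -1.68. Of these 19, 16 were called at all 3 weeks. At week 1, miR-411-5p (log2 fold change -1.17) and miR-450b-3p (-0.74) lay under the abundance filter, with means of 17.9 and 31.4 RPM, and were not tested. With the rat as a block, they were called there (-1.08, FDR = 0.00424, and -0.81, FDR = 0.0174), and miR-196a-5p was not (-0.71, FDR = 0.0745, against -0.89, FDR = 0.0417). miR-196a-5p was lower in 11 of 12 rats at week 4 but was not called (log2 fold change -0.74, standard error 0.30, FDR = 0.178). Of the 3 higher miRNAs, miR-486, miR-802-3p and miR-802-5p, 2 were called at week 1, 0 at week 4 and 1 at week 8, and 3, 3 and 2 had an unadjusted p under 0.05.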

Significantly downregulated miRNAs compared to baseline at all three timepoints included miR-125b-2-3p, miR-140-3p, miR-140-5p, miR-149-5p, miR-152-3p, miR-181a-1-3p, miR-196a-5p, miR322-3p, miR-322-5p, miR-351-3p, miR-351-5p, miR-411-5p, miR-450b-3p, miR4553p, miR-455-5p, miR-503-3p, miR-503-5p, miR-542-3p, miR-542-5p, while miR-486, miR-802-3p and miR-802-5p were significantly upregulated at all three timepoints. 

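miR-802-5p was at 318 ± 168 RPM at baseline, 701 ± 521 at week 1, 449 ± 182 at week 4 and 485 ± 186 at week 8 (SD, n = 12 rats). Its log2 fold change against baseline was 1.21 at week 1 (standard error 0.25, FDR = 0.000256, higher in 9 of 12 rats), 0.59 at week 4 (0.25, FDR = 0.187, 8 rats) and 0.66 at week 8 (0.25, FDR = 0.0299, 10 rats). At week 4 the increase had an unadjusted p of 0.0212 and was not called after adjustment over 645 miRNAs. Scaling to the library size gave 0.61 at week 8 (FDR = 0.0743), and scaling to UniSp2 reads, chosen after seeing the data, gave -1.24 (FDR = 8.3e-05). The UniSp2 scaling also moved the median log2 fold change of the 310 abundant miRNAs at week 8 from -0.12 to -2.01. The change of sign is therefore not specific to miR-802-5p. At week 8, 1 weak regenerator (rat 25) lay far above the other weak regenerators, at 899 RPM. miR-455-5p was at 962 ± 227 RPM at baseline, 404 ± 92.3 at week 1, 361 ± 114 at week 4 and 186 ± 61.1 at week 8 (SD, n = 12 rats). Its log2 fold change was -1.15 at week 1 (standard error 0.16, FDR = 1.9e-07), -1.32 at week 4 (0.16, FDR = 1.0e-08) and -2.31 at week 8 (0.17, FDR = 9.9e-17), and it was lower in 12 of 12 rats at each week. Over the alternatives, it lay between -1.44 and -1.13 at week 1, between -1.73 and -1.31 at week 4 and between -4.22 and -2.18 at week 8.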

Individual changes in expression patterns were observed, as represented by two examples, miR-802-5p which was upregulated and miR-455-5p which was downregulated at all timepoints compared to baseline (Figure 5).

**FIGURE 4:**
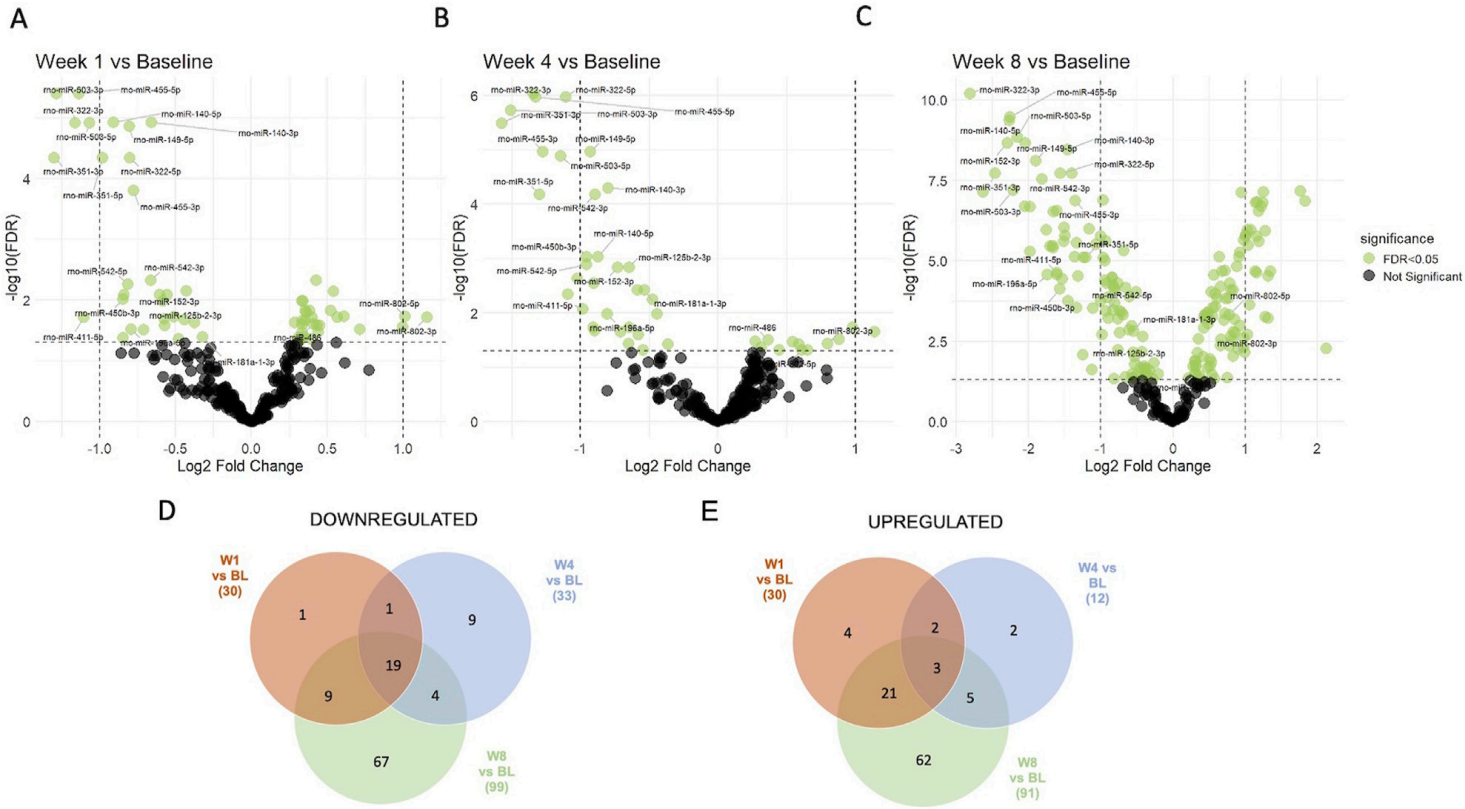
Supervised analysis of miRNA expression at different timepoints compared to baseline. 60 significantly regulated circulating miRNAs (adjusted p-value (FDR <0.05), shown in green color) were identified at week 1 **(A)**, 45 at week 4 **(B)** and 190 at week 8 **(C)** as compared to their baseline expression in all four treatment groups. Venn diagrams show the numbers of miRNAs that were **(D)** downregulated and **(E)** upregulated at different timepoints compared to baseline (BL) and shared between different timepoints. Lists of all regulated/shared miRNAs at the different timepoints are provided in Supplementary Data File 1.

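The calls were set against the lists of Supplementary Data File 1, in which the paper's reported numbers are 60 miRNAs at week 1, 45 at week 4 and 190 at week 8. The log2 fold change had the direction of the paper's list for all 60, all 45 and all 190, once the 2 headings of week 1 were exchanged: the 30 miRNAs under the heading for upregulation were lower here, and the 30 under that for downregulation were higher. Called in the paper's direction were 44 of the 60 at week 1, 23 of the 45 at week 4 and 167 of the 190 at week 8. Of the listed miRNAs that were not called, 15 of 16 at week 1, 21 of 22 at week 4 and 10 of 23 at week 8 had an unadjusted p under 0.05, and 6 of the 16 at week 1 lay under the abundance filter. Called here and not listed were 6 miRNAs at week 1, 4 at week 4 and 83 at week 8, and 78 of these 83 had a mean under 20 RPM.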

**FIGURE 5:**
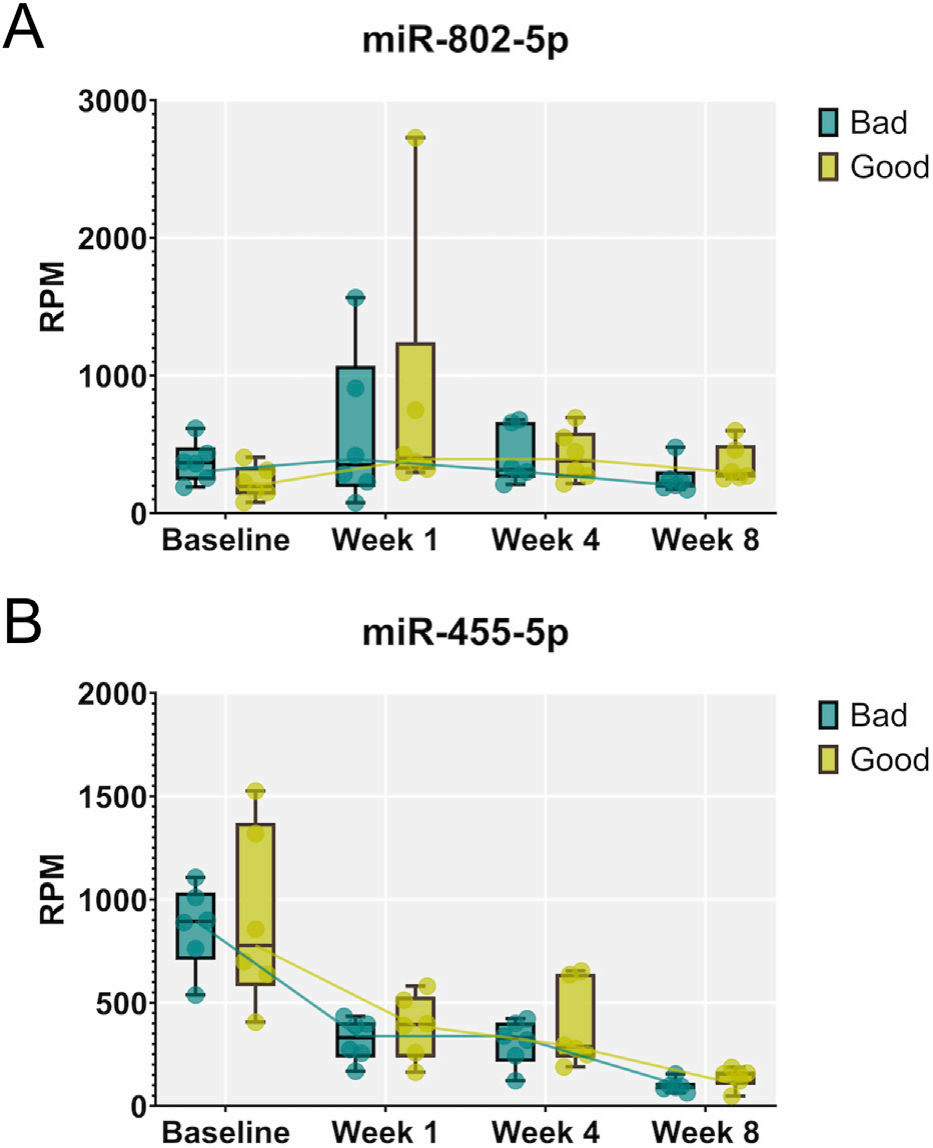
Expression patterns of individual miRNAs that were significantly regulated compared to baseline at all three timepoints of healing. Examples of miR-802-5p, upregulated at all three timepoints **(A)**, and miR-455-5p, downregulated at all three timepoints **(B)**, are shown for animals exhibiting strong (“good”) and weak (“bad”) regeneration. Data are shown as a combination of box plots with median and range and individual values. Yellow data points indicate weak regenerators, while turquoise data points indicate strong regenerators.

### 3.3 Circulating levels of miR-133a-3p and miR-375-3p are significantly different between animals exhibiting strong and weak regeneration

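The model held the regeneration group and the time point as terms, over 24 samples of each group. Of 645 miRNAs tested, 0 were called and 64 had an unadjusted p under 0.05. The smallest FDR was 0.103. The fit without strong rat 2, an alternative set beforehand, called 2. With the cut-off on abundance that gives the largest number of calls, an alternative chosen after seeing the data, 208 miRNAs with a mean above 54.2 RPM were tested and 2 were called. The 4 samples of a rat were treated as independent here, and a limma fit with the rat as a random effect gave a correlation of 0.0482 within rats.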

To identify miRNAs circulating in the blood that differ between rats exhibiting strong versus weak calvaria defect regeneration, we compared the samples of the corresponding animals across all time points (FDR <0.05). Indeed, we identified miR-133a-3p to be significantly upregulated (Figures 6A,B), while miR-375-3p was found to be significantly downregulated in strong regenerating animals over all timepoints studied (Figures 6C,D). 

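miR-133a-3p was at 3272 ± 2699 RPM in the samples of strong regenerators and at 1590 ± 1217 in those of weak regenerators, and miR-375-3p at 1941 ± 670.3 and 2509 ± 1073 (SD, n = 24 samples of 6 rats each). In the comparison over all time points, the log2 fold change of miR-133a-3p was 0.95 (standard error 0.26, unadjusted p = 0.000479, FDR = 0.103) and that of miR-375-3p was -0.44 (0.12, unadjusted p = 0.000388, FDR = 0.103), so that both stayed above the threshold. Among the 62 miRNAs of the marker lists for blood cells and tissues, 0 were called among all tested and 4 when adjusted over the list alone: miR-133a-3p, miR-133b-3p and miR-1-3p, which were higher in strong regenerators, and miR-375-3p, which was lower. Since the study chose miR-133a-3p and miR-375-3p on these samples, the latter count is not independent evidence. With the filter at the largest number of calls, chosen after seeing the data, both had FDR = 0.0498, and they were called together at 13 of 50 cut-offs. With each rat left out in turn under that filter, they were called together in 3 of 12 fits. When the counts of a rat were summed, 6 rats against 6, the log2 fold changes were 1.01 and -0.37 (FDR = 0.787 for both). As the mean of log2(RPM + 1) over the 4 samples of a rat, miR-133a-3p was 11.2 ± 0.995 in strong and 10.3 ± 0.693 in weak regenerators, and miR-375-3p was 10.8 ± 0.301 and 11.2 ± 0.393 (SD, n = 6 rats). These differences of 0.90 and -0.35 did not exceed what regrouping the 12 rats gives (exact permutation tests, p = 0.0996 and p = 0.106, both with adjusted p = 0.265 over 10 tests). miR-133b-3p, whose sequence is nearly that of miR-133a-3p, had a median of 1.07 reads per 100 reads of miR-133a-3p, and the sum of the counts of both gave a log2 fold change of 0.95 (FDR = 0.101).

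**Figure D3:**
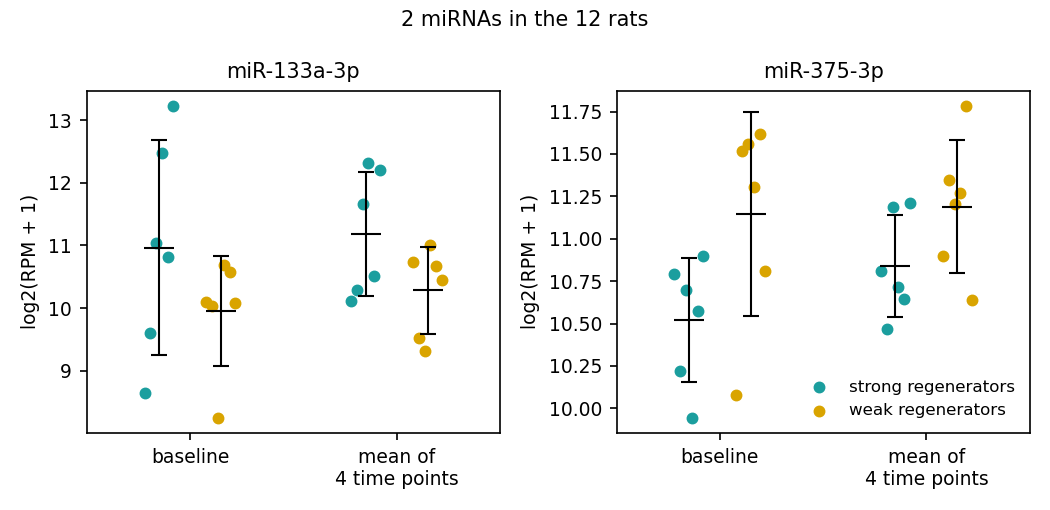
Log2(RPM + 1) of miR-133a-3p and miR-375-3p in each of the 12 rats, at baseline and as the mean of the 4 time points, with the mean and SD of 6 rats. The values of strong and weak regenerators overlap for both miRNAs, and the lowest baseline value of miR-133a-3p is 8.25.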

Of note, these 2 miRNAs already differed significantly at baseline–shortly before the calvaria defect was generated–suggesting that they might have prognostic value to identify strong versus weak regenerative capacity before wounding.

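At baseline, 0 of 645 miRNAs were called between strong and weak regenerators and 42 had an unadjusted p under 0.05. miR-133a-3p was at 3393 ± 3564 RPM in strong and 1118 ± 474 in weak regenerators, and miR-375-3p at 1507 ± 354 and 2414 ± 816 (SD, n = 6 rats). The log2 fold changes were 1.58 (standard error 0.52) and -0.68 (0.23). Both miRNAs were among the 42 with an unadjusted p under 0.05 by edgeR, but each had FDR = 0.535 after adjustment over 645 miRNAs. As log2(RPM + 1), the difference in miR-133a-3p was 1.01 (exact permutation test, p = 0.223, adjusted p = 0.368), and 4 of 6 strong regenerators lay above the median of the weak ones. The difference in miR-375-3p was -0.63 (exact permutation test, p = 0.0541, adjusted p = 0.265), and 6 of 6 strong regenerators lay below the median of the weak ones. The smallest p that 6 rats against 6 allow is 0.00216. With each rat left out in turn, the log2 fold change of miR-133a-3p lay between 0.89 and 1.81 and that of miR-375-3p between -0.88 and -0.57, and neither was called in any of the fits. Rat 7, a weak regenerator, lay far below the other weak regenerators in miR-133a-3p at baseline, at 304 RPM. From a difference already present before wounding, the paper proposes that both miRNAs might have prognostic value for strong or weak regenerative capacity.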

**FIGURE 6:**
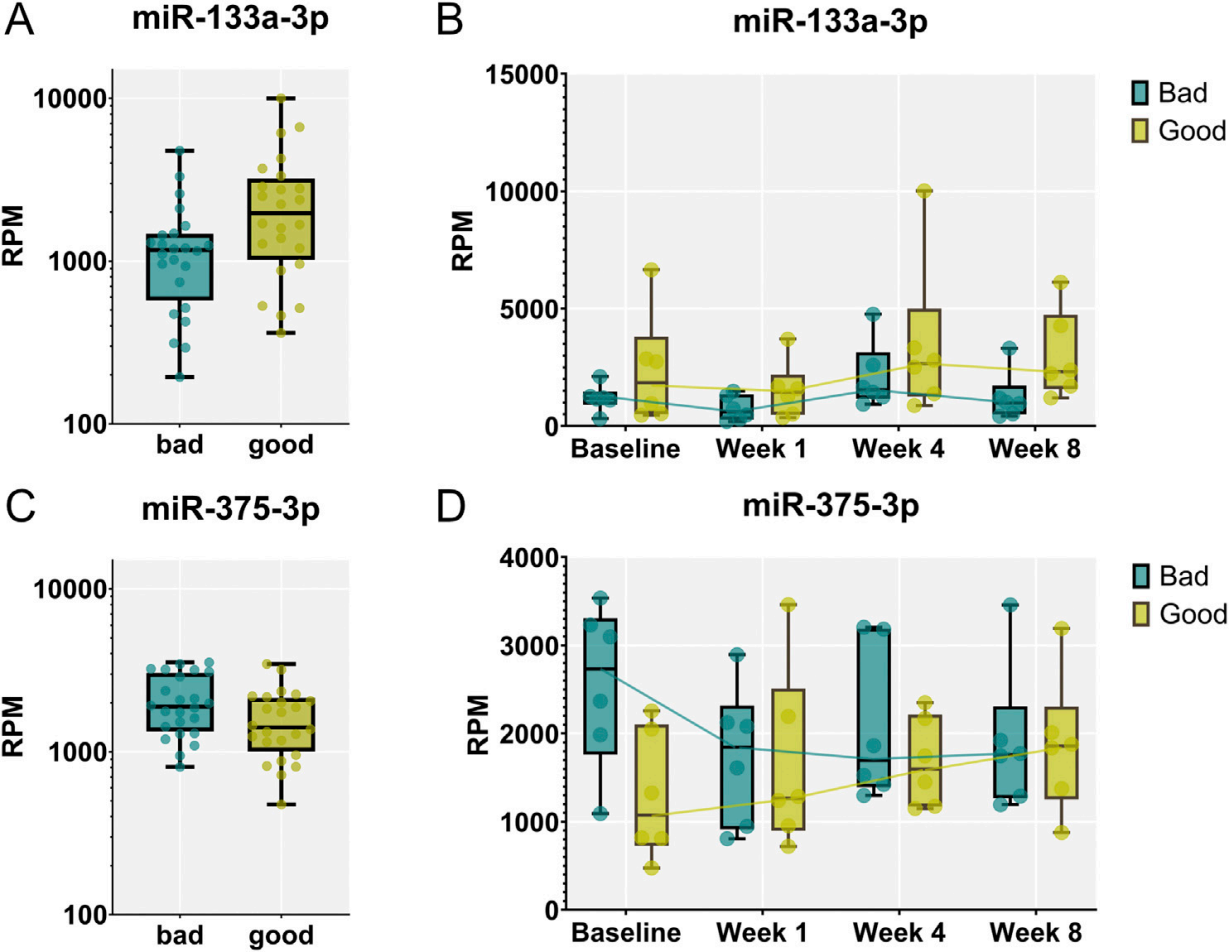
miR-133a-3p and miR-375-3p are differentially expressed between animals exhibiting strong vs. weak regeneration. **(A, C)** Significantly different levels of expression in the blood were found between the two groups of animals analyzing samples from all timepoints. miR-133a-3p **(A)** was significantly up-regulated in strong (“good”) regenerators across all time points (FDR < 0.05) while miR-375-3p **(C)** was identified to be down-regulated. **(B, D)** Expression patterns of miR-133a-3p **(B)** and miR-375-3p **(D)** at different timepoint in animals exhibiting strong and weak regeneration. Data are shown as a combination of box plots with median and range and individual values. Yellow data points indicate weak regenerators, while turquoise data points indicate strong regenerators.

### 3.4 miRNA target prediction for mir-133a-3p and mir-375-5p

The target prediction analysis identified 252 mRNA targets for hsa-miR-133a-3p, 0 targets for hsa-miR-375-3p and 26 mRNA targets for hsa-miR-375-5p (Figure 7A). The predicted targets were filtered to ensure inclusion only if they were identified by at least three databases, resulting in a refined and reliable dataset.

**FIGURE 7:**
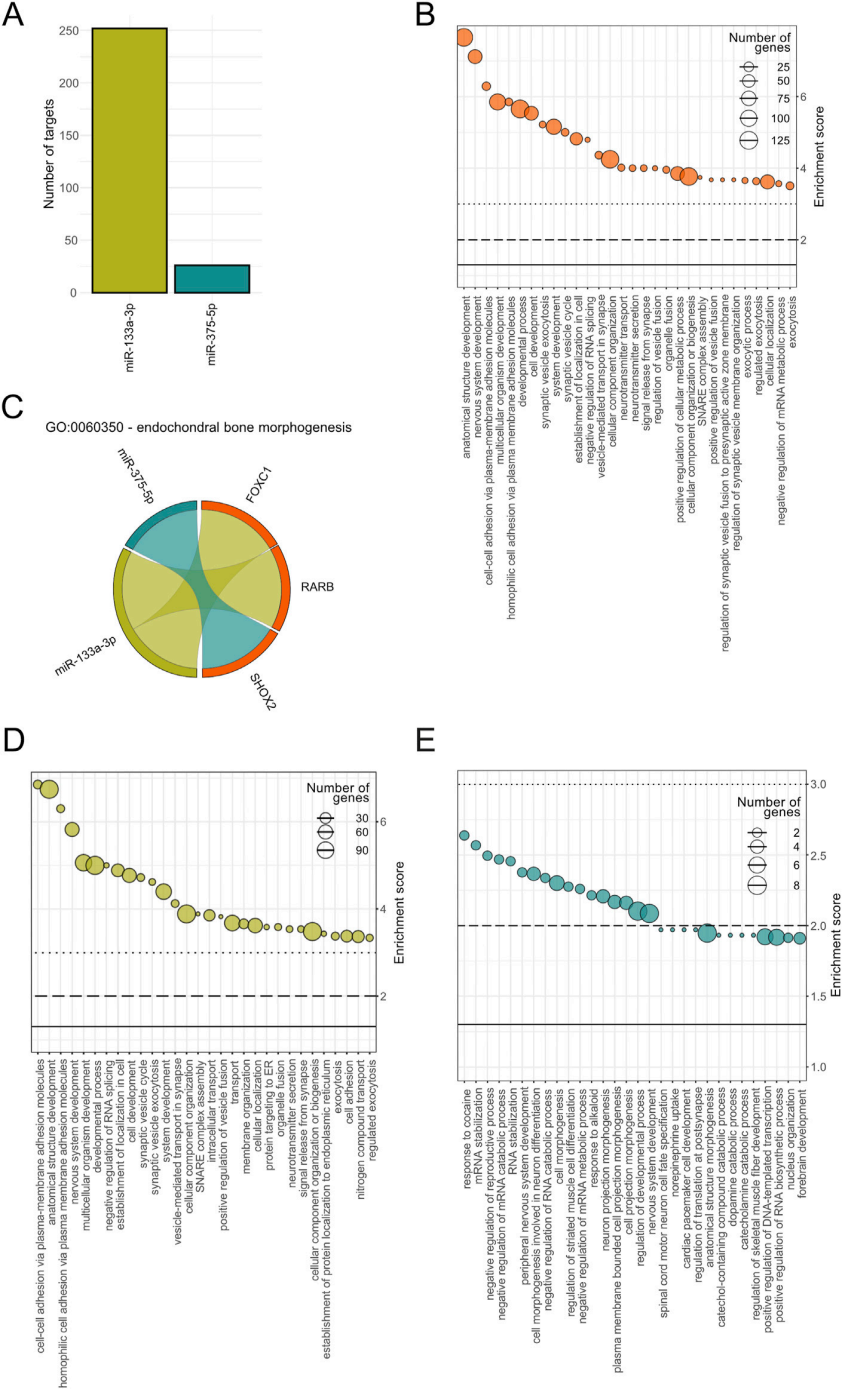
Functional enrichment analysis of predicted mRNA targets for hsa-miR-133a-3p and hsa-miR-375-5p. **(A)** Number of target genes for miR-133a-3p (green) and miR-375-5p (turquoise). **(B)** Top 30 significantly enriched Gene Ontology (GO) terms associated to biological processes (BP) based on combined miRNA targets. Enrichment scores (-log10(P value) as well as the number of target genes per pathways are displayed for each BP, on the y-axis and size range of the dots, respectively. **(C)** GO term specific interaction diagram for GO:0060350 - endochondral bone morphogenesis. Interactions between miR-375-5p and SHOX2 and miR-133a-3p with FOXC1 and RARB are color coded in turquoise and green, respectively. Top 30 significantly enriched BPs for has-miR-133a-3p **(D)** and for hsa-miR-375-5p **(E)** with the number of predicted target genes shown following the same format as in **(B)**.

Gene Ontology (GO) analysis revealed 375 significantly enriched biological processes based on combined miRNA targets. The top 30 BPs ranked on P value included processes linked to development (anatomical structure, nervous system, multicellular organism, developmental process), cell adhesion and synaptic vesicles (Figure 7B). Notably, endochondral bone morphogenesis was found to be significantly enriched including two targets associated to miR-133a-3p, retinoic acid receptor beta (RARB) transcription factor and forkhead box C1 (FOXC1) transcription factor, and one target interaction for miR-375-5p, i.e., short-stature homeobox 2 (SHOX2) (Figure 7C). Isolated enrichment analysis for miR-133a-3p specific targets showed top terms overlapping with the combined GO analysis including mainly biological processes associated to synaptic vesicles (Figure 7D). The number of annotated genes involved in these processes ranged from 30 to 90. For miR-375-5p, the enriched pathways included catabolic associations and nervous system-related biological processes, with the nervous system-related processes also appearing in the combined analysis (Figure 7E).

## 4 Discussion

Bone regeneration is a widely studied topic and encompasses a large variety of treatment approaches involving combinations of biomaterials, osteo-inductive factors and/or therapeutic cells. In the present study, we attempted to enhance calvaria defect regeneration by augmenting CHA scaffolds with therapeutic pDNA and MSC-EVs. However, while the pDNA group delayed regeneration slightly but significantly, no significant effects were found comparing MSC-EVs with non-augmented scaffolds or empty defects. This suggests no adverse effects of MSC-EVs locally applied for augmenting CHA scaffolds, but also shows a large variability in the regenerative capacity of individual animals. We therefore decided to evaluate levels of miRNAs circulating in the blood over the course of defect healing, to test whether these would differ between animals exhibiting strong versus weak regeneration. Six animals exhibiting best and six animals exhibiting worst regeneration according to µCT data were selected for miRNA analysis. We identified a number of miRNAs exhibiting individual expression patterns during the course of defect healing, potentially providing surrogate, minimally-invasive markers of bone healing. Furthermore, we found that miR-133a-3p was upregulated, while miR-375-3p was downregulated in animals exhibiting strong regeneration as compared to animals exhibiting weak regeneration across all timepoints evaluated, importantly even before injury. Such prognostic biomarkers might help to identify individuals at risk of low bone regenerative capacity or even of developing non-unions.

It is well recognized that miRNAs impact bone development and homeostasis through regulating the growth, differentiation and functional activity of cells that constitute bone tissue (Lian et al., 2012; Chen et al., 2017; Feng et al., 2018; Zhao et al., 2018). For instance, miRNAs which inhibit proliferation and osteoblast differentiation, including miR-125, miR-133 and miR-138, were found to be downregulated in bone morphogenetic protein-induced osteogenesis (Lian et al., 2012). Others, such as miR-140, can positively impact bone development by promoting chondrogenesis. However, it remains to be elucidated which miRNAs participating in bone homeostasis and repair are shed into the blood and could be used as “liquid biopsy” to monitor the progress and the different stages of bone regeneration.

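miR-486 was at 73134 ± 11620 RPM at baseline, 90795 ± 19297 at week 1, 88185 ± 17838 at week 4 and 82090.3 ± 16148 at week 8 (SD, n = 12 rats). Its log2 fold change against baseline was 0.43 at week 1 (standard error 0.16, FDR = 0.0466, higher in 10 of 12 rats), 0.40 at week 4 (0.16, FDR = 0.166, 10 rats) and 0.25 at week 8 (0.16, FDR = 0.200, 9 rats). miR-486 is abundant in erythrocytes and was 1 of the 10 miRNAs of a red blood cell list fixed beforehand. miR-802-3p, the other arm of the miR-802 hairpin, was rare, with 16.01 ± 12.9 RPM at baseline, 37.0 ± 28.4 at week 1, 24.9 ± 12.5 at week 4 and 25.3 ± 11.7 at week 8 (SD, n = 12 rats) and 3 reads in the lowest sample. Its log2 fold change was 1.301 at week 1 (standard error 0.32, 9 of 12 rats higher), where it lay under the abundance filter and has no FDR, 0.71 at week 4 (0.33, FDR = 0.242, 10 rats) and 0.71 at week 8 (0.33, FDR = 0.0879, 7 rats). With the rat as a block, it was called at week 1 (1.27, FDR = 0.00222) and week 8 (0.72, FDR = 0.0456), but not at week 4 (0.78, FDR = 0.121). Both arms of the miR-802 hairpin belong to a list of 8 liver miRNAs.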

In the current study, miR-486, miR-802-3p and miR-802-5p were found to be upregulated at all three timepoints (weeks 1, 4 and 8) compared to their baseline levels in the blood prior to surgeries (week 0). Although there is a scarcity of literature about miR-802 being involved in bone formation, there is increasing evidence showing that miR-802 promotes the progression of osteosarcoma through targeting p27 and activating PI3K/AKT pathway (Gao et al., 2022). Similarly, there are no prior studies that we would be aware of linking elevated blood levels of miR-486 to bone repair. However, it has previously been reported that exosomes from bone marrow stromal cells carrying miR-486-5p have a protective effect on myocardium ischemic injury by suppressing PTEN expression, activating the PI3K/AKT signaling pathway, and subsequently inhibiting the apoptosis of injured cardiomyocytes (Sun et al., 2019). Interestingly, suppression of PTEN by a variety of different miRNAs and concomitant activation of PI3K/AKT signaling has been found to advance bone regeneration in various models by supporting osteogenesis (Zheng et al., 2019; Zhao et al., 2022) and vascularization (Yang et al., 2022), while suppressing osteoclastogenesis (Zhao et al., 2015).

On the other hand, among the 19 miRNAs significantly downregulated at all three timepoints compared to pre-surgery baseline were miR-455-3p and miR-455-5p. 

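miR-455-3p fell from 4413 ± 974 RPM at baseline to 2411 ± 665 at week 1, 1756 ± 694 at week 4 and 1567 ± 395 at week 8 (SD, n = 12 rats). Its log2 fold change was -0.79 at week 1 (standard error 0.16, FDR = 0.000129), -1.25 at week 4 (0.16, FDR = 1.4e-08) and -1.44 at week 8 (0.16, FDR = 6.1e-11), with a lower value in 12 of 12 rats each time. Both arms of miR-455 and of miR-140 made up a list of 4 cartilage miRNAs fixed beforehand, whose median log2 fold change was -0.84 at week 1, -1.08 at week 4 and -1.93 at week 8 (camera in limma, FDR = 2.3e-06, 5.0e-08 and 0.000726, and also called under fry). All 4 are among the miRNAs that the paper names. The mean of the 4 was lower than at baseline in 12 of 12 rats at each week (exact permutation tests, p = 0.000488, the smallest that 12 rats allow, adjusted p = 0.00195 over 32 tests).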

MiR-455-5p has been reported to attenuate neuronal apoptosis in spinal cord ischemia-reperfusion injury model (Liu et al., 2022) and to show anti-inflammatory effects (Torabi et al., 2019). However the role of miR-455-5p in bone regeneration remains to be further elucidated (Liu et al., 2022).

It was prior shown that decreased miR-144-3p affects osteoclast formation, proliferation and apoptosis and therefore makes it an important marker for mediating bone homeostasis (Wang et al., 2018). In addition, downregulation of miR-144-3p induces osteogenesis (Yang et al., 2023). In contrast, it is low in plasma of osteoporosis patients and acts on osteoclastogenesis (Wang et al., 2018). However, miR-114-3p was not among significantly downregulated miRNAs in the current study.

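The counts list miR-144-3p, the miRNA of the preceding sentences. It was at 3458 ± 739 RPM at baseline, 4458 ± 1339 at week 1, 4359 ± 840.0 at week 4 and 2436 ± 421 at week 8 (SD, n = 12 rats). Its log2 fold change against baseline was 0.50 at week 1 (standard error 0.17, FDR = 0.0304, higher in 9 of 12 rats), 0.46 at week 4 (0.17, FDR = 0.132, 10 rats) and -0.41 at week 8 (0.17, FDR = 0.0449, lower in 10 of 12 rats). The other arm of the hairpin, miR-144-5p, moved the opposite way at week 8, with a log2 fold change of 1.15 (FDR = 4.1e-07).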

We next investigated whether miRNA expression levels could differentiate between animals exhibiting strong and weak bone regeneration. In this analysis, samples collected prior surgery and at all three timepoints for all six selected animals were included for each group. Interestingly, we identified miR-133a-3p to be significantly upregulated in strong regenerators. 

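At the single time points after surgery, miR-133a-3p differed between strong and weak regenerators by 0.84 at week 1, 0.60 at week 4 and 1.14 at week 8 on the log2(RPM + 1) scale (exact permutation tests with n = 6 rats per group, p = 0.186, p = 0.294 and p = 0.0649, adjusted p = 0.368, 0.368 and 0.265). Against baseline, its log2 fold change was -0.80 at week 1 (FDR = 0.145, lower in 8 of 12 rats). It was 0.46 at week 4 (FDR = 0.546) and 0.57 at week 8 (FDR = 0.272), higher in 9 of 12 rats each time. With the rat as a block, the change at week 8 was 0.85 and called (FDR = 0.00665). Because miR-133a-3p is a muscle miRNA, 9 muscle miRNAs were looked at together. Their mean was higher in strong regenerators by 0.54 (exact permutation test, p = 0.139, adjusted p = 0.277 over 10 tests), and without miR-133a and miR-133b by 0.43 (exact permutation test, p = 0.195, adjusted p = 0.288). Of single members, miR-206-3p differed most, by 1.02 (exact permutation test, p = 0.0455, adjusted p = 0.277), at a mean of 7.95 RPM. Across the 12 rats, miR-133a-3p rose with the mean of the 6 muscle miRNAs other than miR-133, with Pearson's r of 0.905 (permutation p = 7e-05) and Spearman's rho of 0.811 (permutation p = 0.00219). Without the 2 rats farthest from the median, r was 0.804, and it was 0.93 within strong and 0.81 within weak regenerators (n = 6 each).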

Interestingly, in the plasma of patients carrying plastin 3 (PLS3) mutation who are suffering from severe childhood-onset osteoporosis, this miRNA was found to be downregulated (Mäkitie et al., 2020). In a rat model for rotator cuff rupture regeneration, where we treated one group with a single dose of zoledronic acid, miR-133a-3p was upregulated upon treatment, which resulted in better regeneration. Zoledronic acid treatment influenced circulating miRNAs, including miR-133a-3p, which was linked to better muscle regeneration. (Rivas et al., 2021; Schanda et al., 2022). These findings would indicate serum or plasma levels of miR-133a-3p as predictive for better regeneration, even though miR-133a-3p is mainly connotated as a muscle specific miRNA (Margolis et al., 2017). However, in the bone context, miR-133a-3p has previously been reported to negatively regulate osteogenic differentiation by targeting MAPK in a mouse model of age-dependent osteoporosis (Zhong et al., 2024), while bone morphogenetic protein-induced osteogenesis resulted in decreased levels of miR-133 in osteoblastic cells (Li et al., 2008; Lian et al., 2012).

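After surgery, miR-375-3p differed between strong and weak regenerators by -0.30 at week 1, -0.17 at week 4 and -0.30 at week 8 on the log2(RPM + 1) scale (exact permutation tests with n = 6 rats per group, p = 0.277, p = 0.494 and p = 0.351, adjusted p = 0.368, 0.494 and 0.390). Over time, with both groups together, it was unchanged at week 1 within the spread between rats (log2 fold change 0.03, FDR = 0.922) and at week 4 (0.13, FDR = 0.764), and higher at week 8 (0.68, standard error 0.18, FDR = 0.00222, 10 of 12 rats). The difference between the groups in the change from baseline was not called for any miRNA at week 1, 4 or 8 (0 of 645 each; 27, 38 and 26 miRNAs with an unadjusted p under 0.05).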

One other miRNA, miR-375-3p, was significantly downregulated in strong regenerating animals. miR-375-3p has been reported to promote osteogenic differentiation of human adipose-derived mesenchymal stromal cells and bone regeneration (Chen et al., 2017; 2019). In contrast, Sun et al. (Sun et al., 2017) reported that miR-375-3p negatively regulated osteogenesis by targeting and decreasing the expression levels LRP5 and β-catenin, and Du et al. (2015) similarly found that miR-375 overexpression inhibited key osteoblast markers. It remains to be elucidated, how the relatively increased levels of miR-133a-3p and decreased levels of miR-375 in animals exhibiting strong versus weak regeneration as identified in our study are mechanistically linked with the reported roles of these miRNAs in osteogenic differentiation and the progress of bone healing process.

Our target prediction analysis identified 252 mRNA targets for miR-133a-3p and 26 mRNA targets for miR-375-5p. GO analysis indicated that miR-133a-3p targets were associated with biological processes such as cell adhesion and development, while miR-375-5p was linked to catabolic and nervous system-related biological processes. Interestingly, combined GO analysis revealed endochondral bone morphogenesis as one of the significantly enriched biological processes relevant to bone regeneration, with transcription factors RARB and FOXC1, and SHOX2, as targets. RARB has previously been identified in gene regulatory network of osteosarcoma (Luo et al., 2013), whereas FOXC1 (together with FOXC2) was shown to direct hypertrophic chondrocyte maturation and function toward primary ossification center formation and osteoblast recruitment (Almubarak et al., 2024). SHOX2 is required to form the proximal bones of the limbs, the humerus and femur in the mouse, whereas deficiencies of human gene cause the short stature in different syndromes (Vickerman et al., 2011). These findings further support the potential roles of these miRNAs in bone healing and suggest their involvement in biological processes critical to regeneration. Identified differences in the number of involved target genes as well as the total number of significantly enriched biological processes between the two microRNAs underscore the differences in their functional impact. These findings indicate that miR-133a-3p likely exhibits a broader range of regulatory targets compared to miR-375-5p, reflecting potential differences in their biological roles and pathway involvement.

The present study has several limitations. Firstly, the study was originally designed to compare options to augment bone repair using CHA scaffolds in the calvaria drill hole model. However, due to the significant variability within the treatment groups and the empty defect control, we chose to focus on 6 animals with the strongest and 6 animals with the weakest regeneration outcomes to identify circulating miRNAs that may correspond to differences in regenerative capacity, both cross-sectionally and longitudinally. Therefore, the number of animals selected out of the four groups was not fully symmetric. Further studies are needed to evaluate whether the miRNAs identified here can be used as predictive factors of successful bone regeneration, and to elucidate their underlying mechanisms of action. Furthermore, clinical relevance of our findings remains a matter of speculation that would require appropriate clinical study validation. Nonetheless, our results are among the first to point towards using circulating miRNAs as indicators of the regenerative potential of single animals after bone defects.

## Data Availability

Small RNA-sequencing raw data have been deposited at the NCBI Gene Expression Omnibus (GEO) archive under the accession ID GSE279239 (https://www.ncbi.nlm.nih.gov/geo/). All other datasets are included in the manuscript figures and supporting files.

How the deposited data were processed for this re-analysis (not part of the article)

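Plasma small RNA of 12 rats, 6 strong and 6 weak regenerators, was sequenced at 4 time points, which gave 48 samples. The authors trimmed adapters and filtered reads with cutadapt, assigned them with bowtie and miRDeep2 to the rat genome and then to the rat miRNAs of miRBase, and deposited raw counts for 645 mature miRNAs and 3 extraction spike-ins. The deposited counts are whole numbers without normalization. The miND spike-ins, the sequencing reads, the histology and the bone volumes were not analysed here, and predicted targets were not used here. The treatment group of each rat was not mapped and is not a covariate.

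Each sample was mapped by the animal and time point in its label, and the regeneration group of the baseline samples was taken from the same animal. The values in Supplementary Data File 2 were recomputed from the counts as reads relative to the miRNA total (RPM) and differed by at most 0.503 RPM. Samples with the same number come from the same rat. The deviations of samples from their group means had a mean correlation of 0.107 over pairs of the same rat and of -0.009 over pairs of different rats, and 6 of the 12 rats had a mean over 0.1. The fit with the rat as a block was an alternative. Replicate samples differed far more than by counting alone (chi-square per degree of freedom between 25.3 and 481 over 120 pairs). Over all 1128 pairs of samples, it lay between 23.0 and 848.0, so no sample was a copy of another.

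The total miRNA count per sample ranged from 393259 to 1586398, with a median of 796311. Reads are not shown to be independent molecules, so counts cover counting error only. The counts of let-7a-1-3p and let-7c-2-3p, and those of miR-3084a-5p and miR-3084b-5p, were identical in all 48 samples. miR-885-5p and miR-375-5p are not listed in the counts.

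Changes at weeks 1, 4 and 8 against baseline, and differences between strong and weak regenerators, were tested on the counts with R 4.3.3 and edgeR 4.0.16, with TMM normalization, the quasi-likelihood method of edgeR version 3 and an independent filter on mean abundance that follows the default rule of DESeq2. Adjustment was by Benjamini-Hochberg, with calls at an FDR under 0.05. All tests were two-sided. The comparison over all time points had the time point as a covariate and treated the 4 samples of a rat as independent, as the paper's analysis names no term for the animal. Single values were compared by exact permutation over the 12 rats or by 100000 permutations of the time points within rats, on log2(RPM + 1) where they are levels. Permutations and tables used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots used matplotlib 3.10.9.

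The miRNAs named are those the paper names for this experiment, the members of the marker lists, and for each comparison the 3 largest increases and the 3 largest decreases among miRNAs with an FDR under 0.05, a mean RPM of at least 10 and, over time, the same direction in at least 10 of 12 rats. The 8 marker lists hold 64 miRNAs of red blood cells, platelets, muscle, liver, epithelium, endocrine cells, cartilage and the miR-322 cluster, and were tested with camera and fry of limma 3.58.1 over the members that passed filterByExpr, which were 5 of 9 for muscle, 2 of 4 for endocrine cells, 6 of 8 for liver (7 between strong and weak regenerators) and all members of the other lists. The exact tests of a list used its members with a mean of at least 1 RPM, 9 for muscle, 2 for endocrine cells and 7 for liver. Of the 14 calls of camera, 12 also held under fry. Camera used a preset correlation between miRNAs. Except with the rat as a block, camera and fry treated the 4 samples of a rat as independent.

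The tests with edgeR, camera and fry, those of nearest neighbours and detected miRNAs, those of the haemolysis ratio over time, the exact tests of miR-133a-3p and miR-375-3p over all time points and at baseline, the naming rule and the lists were fixed before the data were examined. The other tests, such as the edgeR and exact tests between strong and weak regenerators at the single weeks after surgery, the exact tests of the lists and the tests of hairpin arms and spike-ins, were added later. The following alternatives were fixed before the data were examined: library size or RLE in place of TMM, filterByExpr or no filter, a fit on the time points compared only, DESeq2 1.42.0, limma-voom, the rat as a block or random effect, the samples of a rat summed, no term for the week, fewer time points, each rat left out in turn, a 2-fold threshold, both miR-133 miRNAs summed, other distances, linkages and scalings of the clustering, thinned counts, other list members and another haemolysis ratio. Another 7 alternatives were chosen after seeing the data: the rat as a block for the marker lists, the quasi-likelihood method of edgeR 4, scaling to UniSp2 reads, the miRNAs of Supplementary Data File 2, the filter with the most rejections, and that filter with summed samples or with the rat as a random effect.

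The methods were tested on simulated data drawn from the means and library sizes of these samples. Of the miRNAs changed over 2-fold with a mean RPM of at least 10, 75 of 79 (94.9%) were recovered between a week and baseline, 59 of 60 (98.3%) between strong and weak regenerators and 56 of 67 (83.6%) between 6 and 6 baseline samples. Between 2.80% and 15.0% of the calls were false, the highest share with limma-voom. A changed muscle list was called in 20 of 20 simulations, and unchanged lists in 1 of 140 tests. The simulations drew every miRNA and every sample independently. They cannot show false calls that come from samples of 1 rat or from miRNAs that vary together. Over 100 splits of the real rats 6 against 6, the median was 3 called miRNAs and 2 called lists.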

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

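The tests in this part were chosen only after the result was seen, except the camera and fry tests of the lists and the exact tests of the ratios of miR-451-5p to miR-23a-3p and miR-16-5p to miR-103-3p over time, fixed before the data were examined, and the tests of sequencing depth and of muscle miRNAs in rat 7 and of liver miRNAs in rat 25 among weak regenerators, chosen before their own result was seen. Over 10 measures, 80 combinations of a measure and a group of 6 samples were examined. In 5 of these, a sample lay far from the others, where about 4 are given by chance. In 4 of the 5, it was a sample of rat 7, whose week 1 sample was counted under separate measures.

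Rat 7, a weak regenerator, lay far below the other weak regenerators in the number of miRNAs with more than 10 reads, with 231 at week 1 (others 276 to 300) and 228 at week 8 (others 256 to 268). At week 1, its 10 most abundant miRNAs took 68.0% of the reads (others 58.7% to 60.8%). These libraries were also the smallest of their groups, with 421685 and 393259 reads against at least 668457 and 532863 in the others. After all libraries were thinned to the same total, rat 7 had 226.5 such miRNAs at week 1 (others 229.9 to 249.8) and 228 at week 8 (others 228.25 to 251.9). The gap shrank but rat 7 stayed lowest, so sequencing depth and a difference in the plasma cannot be told apart with 1 rat.

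At baseline, miR-133a-3p of rat 7 was at 8.25 on the log2(RPM + 1) scale, against 10.0 to 10.7 in the other weak regenerators. The mean of the muscle miRNAs other than miR-133 was also lowest in rat 7, at 1.24 (others 2.53 to 4.23), and so was miR-1b, at 3.13 (others 3.92 to 6.72). A candidate explanation is that less RNA from muscle was in this sample, which was not separated from a biological difference of this rat.

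At week 8, miR-802-5p of rat 25, a weak regenerator, was at 9.81 on the same scale, against 8.29 to 8.78 in the other weak and 8.36 to 9.50 in the strong regenerators. Of the liver miRNAs, miR-192-5p was also highest in this sample, at 13.3 (other weak regenerators 11.5 to 11.9, strong 11.7 to 12.6). miR-122-5p, at 9.19, lay slightly above the other weak regenerators (6.94 to 9.14), but 3 of 6 strong regenerators (8.48 to 9.73) lay above it. The sample may hold more RNA from liver, which these values of 1 sample neither show nor exclude.

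The liver miRNAs, which the paper does not analyse as a set, had a median log2 fold change of 0.90 at week 1 (camera, FDR = 0.00307, fry FDR = 0.0113) and of 0.61 at week 4 (FDR = 0.0145, fry FDR = 0.0251). These are medians of the 6 members used by camera and fry. Of the 8 miRNAs, both arms of miR-802 are among those that the paper names on these samples. The mean of 7 members was higher in 9 of 12 rats at both weeks (exact permutation tests, p = 0.0654 and p = 0.0459, adjusted p = 0.140 and 0.105 over 32 tests). At week 8, the median of the 6 members was 0.33 (camera, FDR = 0.629). The mean of 7 members changed by -0.004 at week 8 and was lower in 9 of 12 rats (exact permutation test, p = 0.986). Exchanging baseline and week samples within rats gave as many changed lists in 16 of 100 splits at week 1 and in 15 of 100 at week 4, so the number of changed lists could arise by chance. This number covers all 8 lists, with the miR-322 cluster and cartilage among those changed, so it cannot judge the liver list by itself. No other technical explanation was tested, and release from liver after surgery stays open.

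The red blood cell miRNAs had a median log2 fold change of 0.37 at week 1 (camera, FDR = 0.00156, fry FDR = 0.0119) and of 0.29 at week 4 (FDR = 0.00915, fry FDR = 0.0251), and their mean was higher in 10 and 9 of 12 rats (exact permutation tests, p = 0.00684 and p = 0.00586, adjusted p = 0.0199 and 0.0188). The ratio of miR-451-5p, a member of the list, to miR-23a-3p on the log2 scale rose by 0.52 at week 1 (11 of 12 rats, exact permutation test, p = 0.0239, adjusted p = 0.0638 over 8 tests). With this ratio as a covariate, 6 miRNAs were higher and 14 lower at week 1, against 29 and 21 without it, so calls were lost in both directions. At week 4, 8 were higher and 24 lower with the covariate, against 1 and 26. The median log2 fold change of the 29 miRNAs higher at week 1 went from 0.37 to 0.26 and that of the 21 lower ones from -0.80 to -0.71. Red blood cell content of the plasma may have a part in the increases at week 1, but since these miRNAs were chosen for their change, its part was neither shown nor excluded. The ratio of miR-16-5p to miR-103-3p did not rise, with a change of -0.06, and haemolysis at sampling and a change of red cells after surgery cannot be separated by these tests.

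Of the 9 muscle miRNAs, 5 were abundant enough for camera and fry, miR-1-3p, miR-1b, miR-133a-3p, miR-133a-5p and miR-133b-3p, of which 3 are of miR-133. These 5 had a median log2 fold change of 0.87 at week 4 against baseline (camera, FDR = 0.0240, fry FDR = 0.0379) and of 0.72 in strong against weak regenerators (camera, FDR = 1.3e-07, fry FDR = 0.0113). Both tests treated the 4 samples of a rat as independent, and camera used a preset correlation between miRNAs. The FDRs between strong and weak regenerators can therefore be too small. Over all 9, the median of the log2 fold changes by edgeR was 0.46 at week 4 (0.896 over the 5) and 0.74 between the groups (0.79 over the 5). The mean of all 9 was higher at week 4 in 9 of 12 rats (exact permutation test, p = 0.0239, adjusted p = 0.0589), and its difference between the groups was not called (exact permutation test over rats, p = 0.139, adjusted p = 0.246). The list holds miR-133a-3p, which the study picked on these samples. In 37 of 100 splits of the 12 rats, as many lists differed as between strong and weak regenerators. Across the 12 rats, miR-133a-3p followed the other muscle miRNAs with r = 0.905, so that RNA released from muscle may set the level of miR-133a-3p. Without miR-133a and miR-133b, the muscle miRNAs were higher in strong regenerators by 0.43 (exact permutation test, p = 0.195, adjusted p = 0.288), so a release that goes with regeneration was neither shown nor excluded. With the ratio of miR-451-5p to miR-23a-3p as a covariate, the FDR of miR-133a-3p under the filter with the most rejections, chosen after seeing the data, was 0.218 against 0.0498 without it, and its log2 fold change was 0.63 against 0.95. Both estimates come from the same samples, so their standard errors do not measure the spread of the shift between them. A part of red blood cells in the difference can be neither shown nor excluded.

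The ratio of UniSp2 to UniSp4 reads at week 8 was 0.777 of that at the other time points (permutation test, p = 4.0e-05). Both spike-ins come from 1 mix, so a lower amount of miRNA in the week 8 plasma leaves their ratio alone and is excluded as its cause. A batch of the week 8 samples at extraction, library preparation or sequencing is a candidate explanation. No batch is given for these samples, and such a batch coincides with the time point.

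Reads of miR-463-5p, miR-741-3p, miR-743a-3p, miR-743a-5p, miR-743b-5p and miR-871-5p were found mainly in rat 5, a strong regenerator, with 215 reads in its 4 samples and 70 in the 44 samples of the other rats. These 6 miRNAs were chosen after their values were seen. Each sample of rat 5 held between 45 and 64 of these reads, and no sample of another rat more than 5, which argues against carry-over into a single library. No biological explanation was tested.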

How the results depend on the processing

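The alternatives with the filter with the most rejections, edgeR 4, UniSp2 scaling, the miRNAs of Supplementary Data File 2 and the block for the marker lists were chosen only after the results were seen. Of 298 values over 60 results under the other alternatives, 274 kept their direction and side of the threshold (for counts, stayed within 1.5 times) and 24 did not. Of 73 values under the added ones, 65 did and 8 did not. Except where a value below speaks of it, the cause was not tested.

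The number of miRNAs changed at week 1 was 32 with library size scaling (7 higher, 25 lower, against 29 and 21), 25 with no filter, where more miRNAs are adjusted for, and 8 with the 2-fold threshold, against 50. The 2-fold threshold, which removes calls by construction, gave 15 at week 4, 136 at week 8 and 6 at all 3 weeks, against 27, 250 and 16. UniSp2 scaling gave 63, 499 and 39 and moved the median log2 fold change at week 8 from -0.12 to -2.01. The share of higher miRNAs at week 1 was 58.0% and became 34.3% with limma-voom; at week 8 it was 35.2% and became 49.7% with limma-voom and 50.5% with filterByExpr. miR-802-5p at week 8 had a log2 fold change of 0.61 (FDR = 0.0743) with library size scaling and of -1.24 (FDR = 8.3e-05) with UniSp2 scaling, against 0.66; its FDR ranged from 0.00585 to 0.0743 over the alternatives set earlier.

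Between strong and weak regenerators over all time points, 0 to 2 miRNAs were called across the 12 fits that each left out 1 rat, against 0: 2 without strong rat 2 and 1 each without strong rat 29, weak rat 3 or weak rat 26. The log2 fold change of miR-133a-3p lay between 0.74 and 1.12 in these fits, and it was called without strong rat 2 (1.08, FDR = 0.0479) and without weak rat 3 (1.12, FDR = 0.0416). That of miR-375-3p lay between -0.54 and -0.35, and it was called without weak rat 26 (-0.54, FDR = 0.00564). With the filter with the most rejections, 2 miRNAs were called, miR-133a-3p at 0.95 and miR-375-3p at -0.44 (FDR = 0.0498 for both), since 208 in place of 645 miRNAs were adjusted for. Their FDR ranged from 0.101 to 0.787 and from 0.103 to 0.787 over the other alternatives set earlier. At baseline, no fit called either.

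The median of the muscle list at week 4 was 0.86 (FDR = 0.0660) over members with a mean RPM of at least 10. With library size scaling, the platelet list at week 4 changed sign to -0.075 (FDR = 0.951), and the red blood cell list at week 8 was called at 0.36 (FDR = 0.0326). Under fry, the platelet list (-0.60, FDR = 6.8e-05) and the red blood cell list (0.43, FDR = 0.00636) were called at week 8, and the cartilage list (0.17, FDR = 0.133) and the miR-322 cluster (0.077, FDR = 0.386) no longer between strong and weak regenerators. The ratio of miR-16-5p to miR-103-3p changed by -0.062 at week 1, by -1.17 at week 8 and by 0.032 between strong and weak regenerators, opposite to that of miR-451-5p to miR-23a-3p at 0.52, 0.80 and -0.14.

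With the rat as a block, 49 miRNAs were called at week 1, 31 at week 4 and 253 at week 8, of which 40, 26 and 235 were also called without the block. At all 3 weeks, 18 miRNAs were lower with the block, 15 of them among the 16 without it. At week 1, the block added miR-411-5p (-1.08, FDR = 0.00424), miR-450b-3p (-0.81, FDR = 0.0174) and miR-802-3p (1.27, FDR = 0.00222) and removed miR-122-5p (FDR = 0.0553), miR-181a-1-3p, miR-199a-3p (FDR = 0.0662 for both) and miR-196a-5p (FDR = 0.0745). At week 4, it added the muscle miRNAs miR-1b (1.16, FDR = 0.00999), miR-133a-5p (FDR = 0.0280) and miR-133b-3p (0.98, FDR = 0.0193), and miR-34b-5p (-0.67, FDR = 0.0498). At week 8, it added miR-133a-3p (0.85, FDR = 0.00665, against 0.57, FDR = 0.272), miR-133b-3p (0.70, FDR = 0.0377), miR-802-3p (0.72, FDR = 0.0456), miR-141-3p (-0.47, FDR = 0.0196) and under camera the red blood cell list (0.43, FDR = 0.0328), and removed miR-450a-5p (FDR = 0.0880). It changed no other call among the miRNAs that the paper names, those of the naming rule, the list members or the lists at these weeks. The depth limits the miRNAs under 10 RPM, for which few reads were counted in any sample.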

Differences from the paper's values

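The comparison with the paper's values was planned, and only the alternatives named as chosen after seeing the values were added once the result was seen.

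At week 4, 27 miRNAs were called against the paper's 45. Of the alternatives set before the data were examined, the fit on the 2 time points compared (35), DESeq2 (33) and the rat as a block (31) came within 1.5 times of it, and library size scaling (29), RLE (26), filterByExpr (29), no filter (27), limma-voom (28) and the 2-fold threshold (15) did not. UniSp2 scaling gave 63 and was chosen after seeing the values. Of these calls, 1 was higher than at baseline against the paper's 12, and none of the alternatives closed this gap, with DESeq2 highest at 6. At week 8, 162 miRNAs were lower against the paper's 99. RLE (138), filterByExpr (100), DESeq2 (130) and the 2-fold threshold (106) came within 1.5 times, and so did the miRNAs of Supplementary Data File 2 (88), chosen after seeing the values. Library size scaling (175), no filter (158), the fit on 2 time points (157), limma-voom (149) and the block (164) did not.

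At all 3 weeks, 0 miRNAs were higher against the paper's 3. DESeq2 gave 2, which came within 1.5 times, but these were miR-378a-3p and miR-505-3p and none of the paper's 3; every other alternative gave 0. No setting called miR-486, miR-802-3p or miR-802-5p at week 4, where their lowest FDRs were 0.0889, 0.121 and 0.1003. miR-802-3p was called at week 1 with library size scaling, filterByExpr, no filter, the fit on 2 time points, DESeq2, limma-voom and the block, and at week 8 with RLE, filterByExpr, DESeq2 and the block. miR-486 was called at week 8 with RLE, filterByExpr and DESeq2. With alternatives chosen after seeing the values, miR-802-3p was called at week 1 with UniSp2 scaling, and with the miRNAs of Supplementary Data File 2 at weeks 1 and 8, where miR-486 was called at week 8 too. Of the miRNAs that the paper lists as lower at all 3 weeks, miR-411-5p was called at all 3 with the fit on 2 time points, DESeq2, filterByExpr, library size scaling, limma-voom, no filter and the block, and with UniSp2 scaling, chosen after seeing the values. miR-450b-3p was called at all 3 with the same alternatives except no filter, and with edgeR 4 and the miRNAs of Supplementary Data File 2, both chosen after seeing the values. miR-196a-5p was called at all 3 only with UniSp2 scaling, chosen after seeing the values. Of the paper's lists for weeks 1, 4 and 8, the most miRNAs in the same direction were called with DESeq2 at week 1 (48 of 60), with the fit on 2 time points at week 4 (30 of 45) and with the block at week 8 (177 of 190) among the alternatives set before the data were examined, and with UniSp2 scaling at week 4 (33), chosen after seeing the values.

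Between strong and weak regenerators, 0 miRNAs were called over all time points against the paper's 2 (64 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, only the fit without strong rat 2 gave 2, with miR-133a-3p but not miR-375-3p among them. miR-133a-3p was also called without weak rat 3, and miR-375-3p without weak rat 26. The filter with the most rejections called both (FDR = 0.0498), and was chosen after seeing the values. Adjusted over the marker lists alone, both were called as well, with miR-1-3p and miR-133b-3p. At baseline, 0 were called against the paper's 2, and no alternative reached it. Both miRNAs were among the 42 with an unadjusted p under 0.05 by edgeR, and the FDR of both was 0.535.

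The median of miR-802-5p in strong regenerators at week 8 was 530 RPM (529.6), against the paper's value of about 280 in Figure 5A, read by eye. No alternative applies to this median. Of 32 medians read from Figures 5, 6, this was the 1 that lay more than 1.5 times from the paper's and by more than the SD of the rats, and the paper's was the lower in 28. Another 5, all at week 8, lay more than 1.5 times apart but within that SD. They were miR-133a-3p in strong (4444 RPM against about 2300) and weak regenerators (1695 against about 1000) and miR-375-3p in weak ones (3070 RPM (3069.5) against about 1800) in Figure 6, and in weak ones miR-802-5p (372 RPM against about 220) and miR-455-5p (152 against about 100) in Figure 5, all read by eye. The groups were read from the legends of Figures 5, 6 and the axis labels of Figure 6, which show weak regenerators in turquoise and strong ones in yellow, whereas the captions give these colours the other way round. With the colours of the captions, 8 of the 32 medians differed by the same rule, that of miR-802-5p in strong regenerators at week 8 (about 220 in Figure 5A, read by eye) among them.

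The paper describes no distinct grouping by time point except for week 8, whose samples mainly shared 1 clade. The clades here were alike: a clade of 11 samples held 11 of the 12 from week 8. The best clades held 10 baseline samples among 18, 4 of week 1 among 5 and 11 of week 4 among 30. By a measure the paper does not give, the nearest neighbour came from the same time point in 75.0% of all samples. This held for 11 of 12 samples at baseline, 3 at week 1, 10 at week 4 and 12 at week 8. The paper describes the number of detected miRNAs as comparable between samples, whereas the mean was 424 at week 8 and 468 at baseline. It describes the spike-ins as consistently detected. Here, UniSp2 and UniSp4 were detected in all 48 samples, with at least 12674 and 144 reads. Their amount was not even: the median of UniSp2 reads per 1000 miRNA reads at week 8 was 3.21 times that of the other time points. The miND spike-ins, which the paper may also mean, were not analysed here. The paper does not list the miRNA discussed as miR-114-3p among those lowered; miR-144-3p was lower at week 8 by a log2 fold change of -0.41 (FDR = 0.0449).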

Other observations

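The tests in this part were chosen only after the result was seen, except the edgeR tests against baseline, between strong and weak regenerators over all time points and at baseline and of the difference in their change, the camera and fry tests of the lists without a block and the tests of the ratio of miR-451-5p to miR-23a-3p over time, fixed before the data were examined, and the comparison of miRNAs with similar sequences, chosen before its own result was seen.

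Baseline and week samples were exchanged within rats in 100 splits, the real one included. As many calls as the 50 at week 1 were found in 1 of 100 splits (highest other 15), as many as the 27 at week 4 in 2 of 100 (highest other 29) and as many as the 250 at week 8 in 1 of 100 (highest other 191). With the 4 time points permuted within rats, 1 of 100 permutations gave 16 miRNAs at all 3 weeks (highest other 5). As many marker lists as at week 8 were changed in 52 of 100 splits, a count that cannot judge any single list.

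The 12 rats were split 6 against 6 in 100 ways. As many calls as between strong and weak regenerators over all time points, 0, were by construction reached in 100 of 100 splits, whose median was 3 calls (highest 52). With the filter with the most rejections, 80 of 100 splits gave at least 2 calls (median 4), and 50 of 100 gave at least 64 miRNAs with an unadjusted p under 0.05 (median 63.5). At baseline, 100 of 100 splits reached 0 calls and 28 of 100 reached the 42 miRNAs with an unadjusted p under 0.05 (median 29). At week 1, 100 of 100 splits reached the 0 calls and 72 of 100 the 32 miRNAs with an unadjusted p under 0.05. At week 4, these were 100 of 100 and 71 of 100, for 0 calls and 25 miRNAs. At week 8, 1 miRNA was called, miR-203b-3p, at a log2 fold change of 2.13 (FDR = 0.0223), chosen after its values were seen; 23 of 100 splits gave as many, and 60 of 100 gave 35 miRNAs with an unadjusted p under 0.05. The difference between the groups in the change from baseline gave 0 calls at each week, reached in 100 of 100 splits each, and 27, 38 and 26 miRNAs with an unadjusted p under 0.05, reached in 50, 16 and 58 of 100 splits.

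Week 8 had the most changed miRNAs and also the lowest total counts. With all libraries thinned to the smallest total, 202 of the 250 calls were made again, and with the ratio of miR-451-5p to miR-23a-3p as a covariate 191 were, which argues against sequencing depth or red blood cell content as the whole cause. A batch of the week 8 samples may contribute. At week 8, 15 hairpins had both arms called in opposite directions and 19 in the same direction. At weeks 1 and 4, 0 were opposite, but only 8 and 7 had both arms called, and outside the miR-322 cluster and the cartilage list 2 and 0, so that few could have been opposite. All week 8 samples share the time point, so a batch and the time point cannot be told apart. The share of UniSp2, at 3.21 times that of the other time points, would also follow from less miRNA in the week 8 plasma, which is confounded with such a batch in the same way.

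Different capture of sequences in the week 8 libraries would let miRNAs of similar sequence move together while the arms of 1 hairpin part. The correlation between same-arm miRNAs of 1 number from different hairpins (99 pairs of 30 numbers) minus that between arms was -0.24 at week 1, -0.40 at week 4 and 0.24 at week 8 (95% bootstrap interval at week 8 from -0.12 to 0.61, 2000 bootstraps). The interval includes 0, so this candidate explanation was neither shown nor excluded. In miR-361, as an example chosen after its values were seen, the 5p arm had a log2 fold change of -1.91 and the 3p arm of 1.17.

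Of the 16 miRNAs lower at all 3 weeks, 15 were still called at weeks 1 and 4 with the week 8 samples left out. Those samples enter the comparisons of weeks 1 and 4 only through normalization and dispersion, so this says nothing on a batch of week 8, which cannot be told apart from the time point in the calls at week 8. With the ratio of miR-451-5p to miR-23a-3p as a covariate, 13 of the 16 were still called at all 3 weeks. The 15 miRNAs of the miR-322 cluster and of cartilage had a median log2 fold change of -1.11 at week 4. With this covariate it was -1.10, which argues against red blood cell content as the cause of the decrease of these 15 at week 4. With library size scaling, which does not centre the miRNAs as TMM does, their median was -1.19 and that of the other 285 miRNAs with a mean RPM of at least 10, red blood cell miRNAs aside, was -0.013 (quartiles -0.27 and 0.14). A larger share of reads on some miRNAs would lower the others alike, so this argues against it as the cause. A change in tissue after wounding or with the age of the rats stays open, since no unwounded rats were sequenced at these weeks.

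The miR-322 cluster had a median log2 fold change of -0.84 at week 1, -1.10 at week 4 and -1.62 at week 8 (camera, FDR = 1.2e-13, 2.7e-20 and 1.5e-06) and was lower in 12 of 12 rats each time; 9 of its 11 miRNAs are named by the paper on these samples. Between strong and weak regenerators, the cartilage list had a median of 0.17 (camera, FDR = 0.00965) and the cluster of 0.08 (FDR = 0.0225). Over rats, neither difference was called. The exact permutation tests gave p = 0.0238 (adjusted p = 0.0589) for the cartilage list and p = 0.162 (adjusted p = 0.273) for the cluster. The platelet list had medians of -0.09, 0.02 and -0.60 at weeks 1, 4 and 8 and 0.03 between strong and weak regenerators, the epithelium list -0.19, 0.19, -0.04 and -0.08, and the endocrine list -0.03, 0.17, -0.02 and -0.18, none called by camera. The mean of the platelet list was lower in 11 of 12 rats at week 1 (exact permutation test, p = 0.000977, adjusted p = 0.00347) and in 12 of 12 at week 8 (p = 0.000488, adjusted p = 0.00195). The muscle list had a median of -0.42 at week 1 and 0.36 at week 8, the red blood cell list -0.09 between strong and weak regenerators, and the liver list 0.06 between these groups. The red blood cell list had a median of 0.43 at week 8 (camera, FDR = 0.0538, fry FDR = 0.00636), and of 0.43 (camera, FDR = 0.0328) with the rat as a block, chosen after seeing the data; its mean was higher in 12 of 12 rats (exact permutation test, p = 0.000488, adjusted p = 0.00195). Adjusted over the list alone, 27, 20 and 39 of the 62 list miRNAs were called at weeks 1, 4 and 8, against 23, 15 and 38 over all tested; members that the study chose on these samples make this no independent evidence.

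The ratio of miR-451-5p to miR-23a-3p on the log2 scale rose by 0.40 at week 4 (9 of 12 rats, exact permutation test, p = 0.0601, adjusted p = 0.120) and by 0.80 at week 8 (11 of 12 rats, exact permutation test, p = 0.000977, adjusted p = 0.00391), and differed by -0.14 between strong and weak regenerators (exact permutation test, p = 0.604).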
